# Spontaneous mutations in *CYC8* and *MIG1* suppress the short chronological lifespan of budding yeast lacking SNF1/AMPK

**DOI:** 10.15698/mic2018.05.630

**Published:** 2018-02-19

**Authors:** Nazif Maqani, Ryan D. Fine, Mehreen Shahid, Mingguang Li, Elisa Enriquez-Hesles, Jeffrey S. Smith

**Keywords:** Snf1, AMPK, Cyc8, Cat8, aging, yeast, chronological lifespan, TPR

## Abstract

Chronologically aging yeast cells are prone to adaptive regrowth, whereby mutants with a survival advantage spontaneously appear and re-enter the cell cycle in stationary phase cultures. Adaptive regrowth is especially noticeable with short-lived strains, including those defective for SNF1, the homolog of mammalian AMP-activated protein kinase (AMPK). SNF1 becomes active in response to multiple environmental stresses that occur in chronologically aging cells, including glucose depletion and oxidative stress. SNF1 is also required for the extension of chronological lifespan (CLS) by caloric restriction (CR) as defined as limiting glucose at the time of culture inoculation. To identify specific downstream SNF1 targets responsible for CLS extension during CR, we screened for adaptive regrowth mutants that restore chronological longevity to a short-lived *snf1*∆ parental strain. Whole genome sequencing of the adapted mutants revealed missense mutations in TPR motifs 9 and 10 of the transcriptional co-repressor Cyc8 that specifically mediate repression through the transcriptional repressor Mig1. Another mutation occurred in *MIG1* itself, thus implicating the activation of Mig1-repressed genes as a key function of SNF1 in maintaining CLS. Consistent with this conclusion, the *cyc8* TPR mutations partially restored growth on alternative carbon sources and significantly extended CLS compared to the *snf1*∆ parent. Furthermore, *cyc8* TPR mutations reactivated multiple Mig1-repressed genes, including the transcription factor gene *CAT8*, which is responsible for activating genes of the glyoxylate and gluconeogenesis pathways. Deleting *CAT8* completely blocked CLS extension by the *cyc8* TPR mutations on CLS, identifying these pathways as key Snf1-regulated CLS determinants.

## INTRODUCTION

The budding yeast SNF1 complex is homologous to metazoan AMP-activated protein kinase (AMPK), and acts as a sensor of cellular energy status that adjusts metabolism in response to environmental nutrient conditions and stress 1,2,3. Like AMPK, SNF1 is a heterotrimer consisting of a catalytic α-subunit (Snf1), an activating γ-subunit (Snf4), and one of three possible β-subunits (Gal83, Sip1, Sip2) that tether Snf1 and Snf4 together and contribute to cellular localization and substrate specificity for the kinase activity 3,4. Snf1 is activated by low glucose concentrations through phosphorylation of its activation loop at threonine 210 by one of three upstream kinases (Sak1, Tos3, Elm1) 5. Snf4 regulates accessibility of phosphorylated T210 to the phosphatase Glc7, such that under low glucose conditions, ADP association with the Snf4 γ-subunit protects Snf1 T210 from dephosphorylation 6,7.

*Saccharomyces cerevisiae* is a facultative anaerobe that prefers to utilize glycolysis and fermentation for producing ATP and carbon skeletons, rather than the mitochondrial TCA cycle and oxidative phosphorylation, to support rapid cell proliferation under aerobic conditions. SNF1 alters metabolism in response to low environmental glucose in part by phosphorylating metabolic enzymes such as acetyl CoA carboxylase (ACC). ACC converts acetyl CoA into malonyl CoA, which is the rate-limiting step of *de novo* fatty acid biosynthesis 8. Snf1 phosphorylation of Acc1 inactivates the enzyme, thus promoting fatty acid catabolism and accumulation of acetyl CoA, which then contributes to histone acetylation and transcriptional activity stimulated by low glucose 9. Snf1 also functions more directly in transcriptional activation by phosphorylating several transcription factors (Mig1, Cat8 and others) that are responsible for diminishing glycolysis/fermentation pathways and promoting the utilization of alternative carbon sources such as ethanol and acetate 2. This transition in transcription and metabolism is known as the diauxic shift, and is important for long-term cell survival in stationary phase cultures 10.

The period of yeast cell survival during stationary phase is also known as chronological lifespan (CLS), which is commonly used as a simple model for aging of non-mitotic cells 11. CLS is typically measured by assaying cell viability in liquid cultures either by the ability to form colonies on fresh media or using viability dyes such as FUN-1 and propidium iodide 12. Numerous genetic modifications and environmental conditions impact CLS. For example, CLS is extended by inhibiting the TOR signaling pathway 13, which is also observed for metazoan models of aging ranging from *C. elegans* to mice 14. CLS is also significantly extended by reducing glucose concentration at the time of culture inoculation from 2% (non-restricted/NR) to 0.5% (calorie restricted/CR) 15. CR in this context has a significant impact on gene expression and cellular physiology during the diauxic shift and into stationary phase 16. CR also prevents the accumulation of organic acids like acetic acid in the growth medium 17,18, which can have detrimental effects on cell viability during chronological aging 17.

One of the mechanisms by which CR prevents acetic acid accumulation is by promoting acetate consumption, as evidenced by genes involved in alternative carbon source utilization being among the most abundant gene class upregulated by CR in aging cells 16. Consistent with ethanol and acetate consumption, CR prevents acetyl CoA depletion of cells in stationary phase cultures, most likely due to the combined action of Snf1 in phosphorylating ACC and in preventing inactivation of acetyl CoA synthetase genes *ACS1* and *ACS2* during the diauxic shift and into stationary phase 19. While SNF1 is best known for its role in derepressing genes in the absence of glucose, including genes involved in fatty acid oxidation and utilization of non-fermentable carbon sources 20, it also regulates the cellular responses to oxidative stress 21 and DNA damage 22,23, all of which can impact yeast chronological lifespan 24. SNF1 is critical for maintaining CLS and is required for the extension of CLS induced by CR growth conditions 18,19,25, raising the question of which downstream SNF1 targets or cellular processes are most critical for cell survival, and which could also have important implications for cell survival mechanisms regulated by AMPK. To identify critical aging-relevant downstream targets of Snf1, we screened for adaptive regrowth from chronologically aging cultures of *snf1*∆ cells and utilized whole genome DNA sequencing of the adapted isolates to identify any mutated genes. Remarkably, almost every isolate had a mutation in specific TPR (tetratricopeptide repeat) motifs of the transcriptional co-repressor *CYC8* that mediate Mig1-dependent repression of genes normally activated by SNF1 during the diauxic shift. RNA-seq and qRT-PCR revealed at least partial transcriptional restoration to a subset of such genes with Mig1 binding sites, including *CAT8*, a transcriptional activator of glyoxylate and gluconeogenesis pathway genes. *CAT8* was also required for the restoration of longevity in adapted isolates, thus implicating transcriptional derepression of *CAT8* as a key SNF1 function in maintaining CLS.

## RESULTS

Cells deleted for the *SNF1* gene have a very short CLS under both NR and CR growth conditions 19. However, we often observe a phenomenon known as adaptive regrowth or "gasping" in *snf1*∆ cultures, especially under CR. When this happens, cell viability drops rapidly during the first 11 days for the *snf1*∆ mutant, but then eventually stabilizes or even recovers thereafter (Fig. 1A), as cells within the population are able to re-enter the cell cycle and slowly proliferate. Adaptive regrowth was previously shown to occur through uncharacterized genetic mutations that presumably allow utilization of nutrients released into the medium by dying cells 26. Since SNF1 targets multiple transcription factors, metabolic enzymes, and even histone H3 27, we hypothesized that mutations in genes allowing *snf1*∆ cells to survive in stationary phase during chronological aging would reveal critical targets or cellular processes that Snf1 regulates to promote CLS.

**Figure 1:**
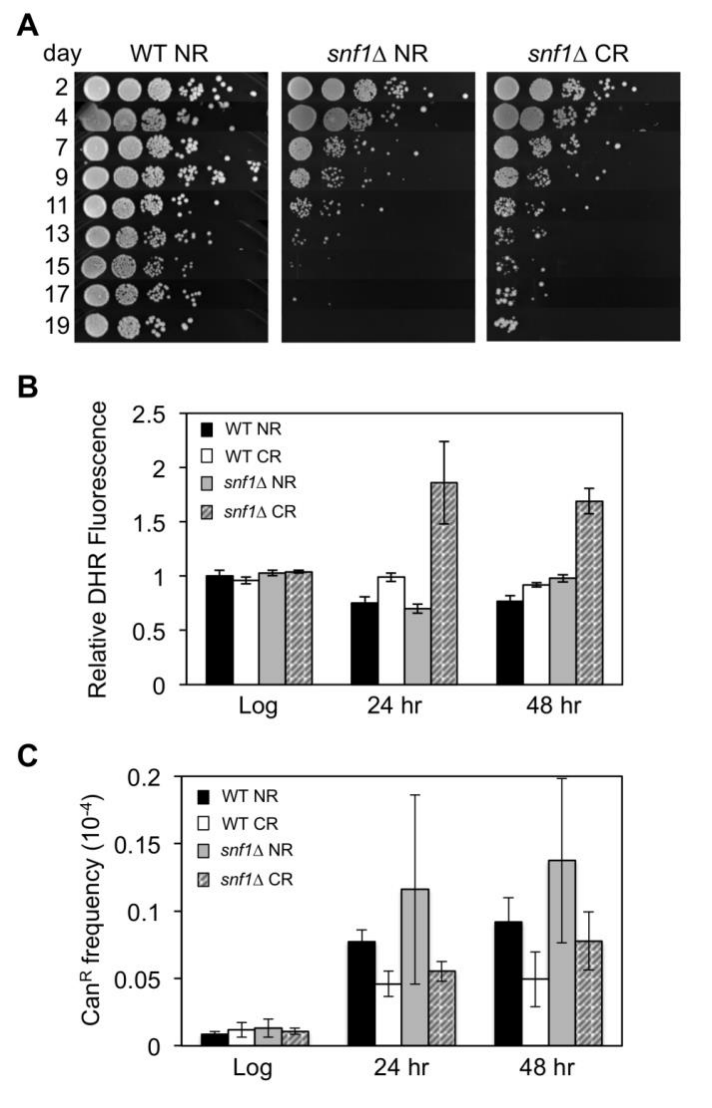
FIGURE 1: Frequent adaptive regrowth of *snf1*∆ strains during chronological aging under caloric restriction (CR- 0.5% glucose) conditions. **(A)** Qualitative CLS assay showing the rapid loss of viability by a *snf1*∆ strain (JS1394) compared to WT (JS1256) as the cells chronologically age in expired SC NR (2% glucose) medium. **(B)** Reactive oxygen species (ROS) accumulation in *snf1*∆ strains grown into stationary phase during CR culture conditions, as indicated by dihydrorhodamine 123 (DHR) staining. **(C)** *CAN1* gene mutation frequency in WT and *snf1*∆ strains grown under NR and CR conditions.

Yeast cultures under CR conditions (0.5% glucose) tend to accumulate reactive oxygen species (ROS) in the form of H_2_O_2_ during chronological aging 28. This results in a hormetic response, which activates superoxide dismutases that contribute to enhanced cell viability. One possible reason for the frequent adaptive regrowth of *snf1*∆ strains could therefore be elevated ROS levels that drive mutagenesis. Indeed, cellular staining with dihydrorhodamine (DHR) detected significantly elevated ROS levels in the calorie restricted *snf1*∆ mutant post-log phase after 24 or 48 hr of growth (Fig. 1B). However, mutation frequency at the *CAN1* gene was not significantly higher in the *snf1*∆ mutant compared to WT (Fig. 1C). It is therefore possible that high ROS levels in the *snf1*∆ mutant contribute to DNA damage that is effectively repaired, but the CR condition provides a strong selective pressure or ideal growth condition for specific classes of mutants to adapt.

### A genetic screen for *snf1*∆ CLS bypass suppressor mutations

To identify *snf1*∆ bypass suppressors, we took advantage of the frequent adaptive regrowth observed for the *snf1*∆ strain as observed in Fig. 1A. Single colonies of the *snf1*∆ strain JS1394 were purified and independently inoculated into 10 different SC (0.5% glucose) cultures (A1-A10), which were then chronologically aged. 10-fold serial dilutions were spotted onto rich YPD agar plates every 2 or 3 days to monitor for adaptive regrowth, which was easily noticeable as sustained and enlarged colony growth after approximately 11 days (Fig. 1A, CR culture). Putative adapted mutants were chosen from the YPD plates as they appeared starting at day 11, with three candidates picked and single colony purified from culture A1. Over subsequent days, 2 candidate mutants were picked from most of the other cultures (up to day 17) for a total of 20 candidates (Table 1). Only 1 candidate was isolated from culture A7.

**Table 1:** Mutations identified from *snf1*∆ bypass suppressor CLS screen. ^a ^Amino acid substitutions. ^b ^Recessive (R) or semi-dominant (SD) growth phenotype on YEP+glycerol/ethanol plates. ^c ^Mutation in the promoter. ^d ^Frameshift mutation at A352 that creates a stop codon at codon 357.

Mutant	Strain	ORF	Gene name	Chr	Mutation	Change^a^	Dom^b^
A1-1	JS1413	*YBR112C*	*CYC8*	II	464597 C/G	A392P	R
		*YHR118C*	*ORC6*	VIII	344796 C/G	C278S	
		*YMR218C*	*TRS130*	XIII	706605 C/G	V95L	
A1-2	JS1414	*YBR112C*	*CYC8*	II	464597 C/G	A392P	R
		*YMR218C*	*TRS130*	XIII	706605 C/G	V95L	
A1-3	JS1415	*YBR112C*	*CYC8*	II	464597 C/G	A392P	R
		*YMR218C*	*TRS130*	XIII	706605 C/G	V95L	
A2-1	JS1416	*YBR112C *	*CYC8*	II	464762 C/T	G337S	SD
A2-2	JS1418	*YBR112C *	*CYC8*	II	464662 A/C	L370R	R
		*YDR325W *	*YCG1*	IV	1119362 C/T	A746V	
A3-1	JS1422	*YBR112C *	*CYC8*	II	464654 G/A	L373F	R
		*YPL212C*	*PUS1*	XVI	152608 C/G	C181S	
A3-2	JS1423	*YBR112C*	*CYC8*	II	464654 G/A	L373F	R
		*YPL212C*	*PUS1*	XVI	152608 C/G	C181S	
		*YBR275C *	*RIF1*	II	755428 T/C	N560S	
A4-1	JS1424	*YBR112C *	*CYC8*	II	464588 C/A	D395Y	SD
		*YMR153W *	*NUP53*	XIII	564421 C/T	-14^c^	
A4-2	JS1425	*YBR112C *	* CYC8*	II	464588 C/A	D395Y	R
		*YMR153W*	*NUP53*	XIII	564421 C/T	-14^c^	
		*YBR098W*	*MMS4*	II	443160 G/A	G549E	
A5-1	JS1426	*YBR112C*	*CYC8*	II	464723 A/C	L350V	SD
		* YBR112C*	*CYC8*	II	464715 ∆C	A352^d^	
A5-2	JS1427	*YBR112C*	* CYC8*	II	464723 A/C	L350V	R
		*YBR112C*	*CYC8*	II	464715 ∆C	A352^d^	
A6-1	JS1417	* YBR112C*	*CYC8*	II	464670 C/A	W367C	R
A6-2	JS1419	*YBR112C*	*CYC8*	II	464670 C/A	W367C	R
A7-1	JS1430	*YGL035C*	*MIG1*	VII	432935 C/A	C43F	SD
A8-2	JS1421	*YBR112C*	*CYC8*	II	464660 C/T	G371S	SD
		*YJL129C*	*TRK1*	X	174668 T/C	D880G	
A9-1	JS1428	*YBR112C*	*CYC8*	II	464660 C/T	G371S	R
A9-2	JS1429	*YBR112C*	*CYC8*	II	464660 C/T	G371S	R
		*YIL015W*	*BAR1*	IX	323228 C/G	P296R	
A10-1	JS1431	*YBR112C*	*CYC8*	II	464671 C/A	W367L	R
A10-2	JS1432	*YBR112C *	* CYC8*	II	464671 C/A	W367L	R
		*YBR135W*	* CKS1*	II	504917 T/G	L22V	
		*YJR080C*	*AIM24*	X	581354 G/A	S88F	

Cells lacking SNF1 are unable to grow on alternative carbon sources such as glycerol, ethanol, or acetate 29. To test if the CLS-adapted *snf1*∆ mutants restored this abil-ity, 10-fold serial dilutions of each strain were spotted onto rich yeast extract/peptone (YEP) plates containing glucose, ethanol/glycerol, or acetate. As shown in Fig. 2A, the *snf1*∆ parental strain (JS1394) grew poorly on ethanol/glycerol and acetate plates, as expected. Each adapted mutant showed improved growth on both types of plates, suggesting they gained one or more secondary mutations that partially restored alternative carbon source utilization. We next used these growth phenotypes to test if the putative mutations were recessive or dominant by crossing each adapted strain to a *snf1*∆ mutant of the opposite (*MAT*α) mating type, thus generating homozygous *snf1*∆*/snf1*∆ diploids that were heterozygous for any other mutated loci. The restoration of growth on ethanol/glycerol and acetate plates observed with haploids was lost from most of the diploids, indicative of recessive alleles (Fig. 2A and Table 1). However, several diploids such as E4 did grow modestly better than the *snf1*∆*/snf1*∆ control diploid (C3), so they were considered semi-dominant. Next, several candidates from the screen were quantitatively retested for CLS under NR and CR conditions (Fig. 2B). The CLS of each candidate was longer than the *snf1*∆ parent (JS1394), but not as long as WT (JS1256). This partial recovery of CLS was similar to the partial growth phenotype observed on alternative carbon sources (Fig. 2A). CR slightly increased CLS of the *snf1*∆ parent, as previously described 19, but shortened CLS of two adapted mutants (JS1413, JS1418), as compared to NR (Fig. 2B). CLS of the semi-dominant A2-1 (JS1416) mutant was unaffected by CR. Importantly, CR did not extend CLS for any of the adapted mutants tested, suggesting that CR partially works through whichever functional gene(s) were mutated.

**Figure 2:**
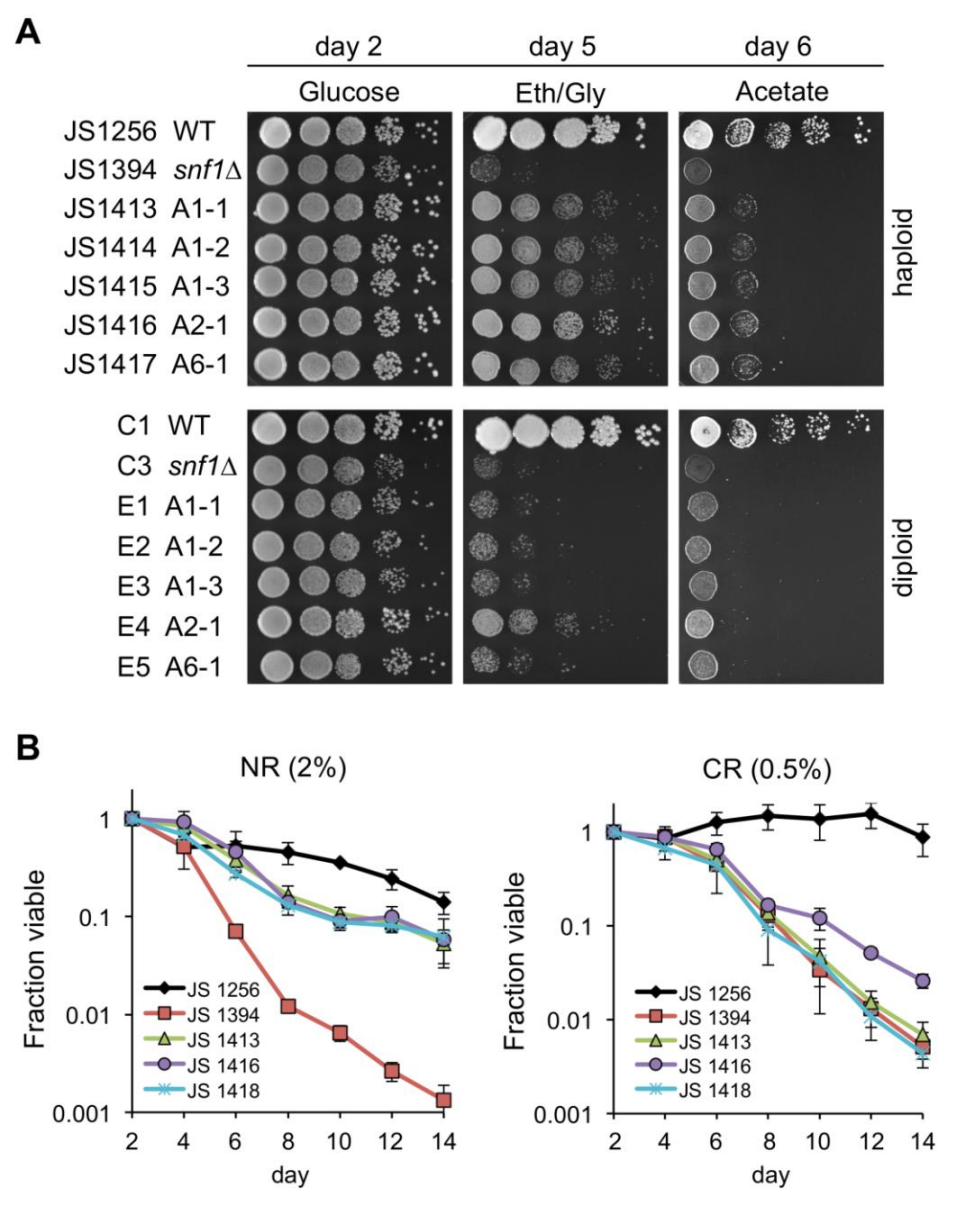
FIGURE 2: Characterization of *snf1*∆ bypass suppressor mutants that partially restore growth on alternative carbon sources and chronological lifespan. **(A)** Spot test growth assays of WT, *snf1*∆, and a subset of suppressor candidates on YEP plates containing glucose, ethanol/glycerol (Eth/Gly), or acetate as carbon sources. The top panel represents the haploid strains and the bottom panel represents a dominance test where the indicated *MAT*a haploid candidate (i.e. A1-1) was crossed to a *MAT*α *snf1*∆ strain (JS1399) to generate a diploid homozygous for *snf1*∆ and heterozygous for other mutations. **(B)** Quantitative CLS assays for WT (JS1256), *snf1*∆ (JS1394), and three suppressor candidates, JS1413, JS1416 and JS1418. Assays were terminated after 14 days to avoid any adaptive regrowth. Error bars indicate standard deviations.

Next, genomic DNA was prepared from each adapted mutant, as well as the *snf1*∆ parent (JS1394), and Illumina DNA sequencing libraries were constructed using an NEBNext Ultra II DNA Library Prep Kit (New England Biolabs). Libraries were multiplexed and sequenced on an Illumina MiSeq apparatus, then aligned to the *S. cerevisiae* genome. SNPs specific to the adapted mutants with maximum quality scores and within open reading frames or promoters were identified and listed in Table 1. Mutations found in more than one isolate from a particular culture (i.e. A1-1, A1-2, and A1-3) were considered to be derived from the same progenitor cell. Taking this into account, a total of 23 unique mutations were recovered from 19 sequenced candidates, with the majority (15) occurring at cytosines. Consistent with mutagenesis caused by high ROS levels, oxidation products of cytosine such as 5-hydroxycytosine and 5-hydroxyuracil commonly result in C to T transitions and C to G transversions 30, which were the two most abundant mutation classes from the screen.

Remarkably, every adapted mutant other than A7-1 (JS1430) had a mutation in the *CYC8* gene, which encodes a subunit of the Cyc8/Tup1 corepressor complex that transcriptionally represses a large number of genes controlling mating-type, cell cycle, glucose repression, and others 31. *CYC8* was also the only mutated gene in 5 of the adapted mutants, clearly implicating *CYC8* as functionally relevant to the *snf1*∆ suppression phenotype. Furthermore, the only mutation in A7-1 caused a C43F amino acid substitution in Mig1, a transcriptional repressor that physically interacts with Cyc8/Tup1 at specific gene promoters under glucose repression and is a direct phosphorylation target of SNF1 32. Mig1 is a zinc finger protein that binds to 5’-MCCCCRS-3’ motifs of certain genes under glucose repression 33,34. Cys43 is located in the first of two C2H2 zinc finger motifs that mediate DNA binding by Mig1 (Fig. 3A), so the C43F mutation in A7-1 (JS1430) is predicted to generally disrupt Mig1 function by preventing association with target gene promoters. If this were true, then simply deleting *MIG1* should produce the same *snf1*∆ suppression CLS phenotype as C43F. As shown in Fig. 3B, the short CLS of a *snf1*∆ mutant was extended by *mig1-C43F*. Similarly, deleting *MIG1* also partially suppressed the short *snf1*∆ CLS phenotype (Fig. 3C), thus implicating transcriptional release of Mig1 target gene repression as a critical Snf1 function for maintaining CLS. Since Snf1 phosphorylation of Mig1 normally activates Mig1-repressed genes under low glucose conditions such as the diauxic shift period 35, we hypothesized that impairing Mig1 and/or Cyc8 function was facilitating transcription of such genes in the absence of Snf1, thus bypassing the *snf1*∆ mutation.

**Figure 3:**
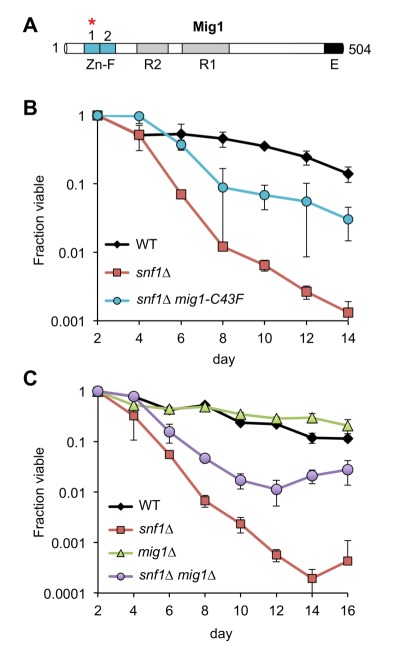
FIGURE 3: Mutations in *MIG1* partially restore CLS to a *snf1*∆ strain. **(A)** Diagram of Mig1 protein domain organization showing the two zinc fingers (Zn-F), two regulatory domains (R1 and R2) and an effector domain (E) 36. Red asterisk indicates the zinc finger mutated (C43F) in suppressor candidate JS1430. **(B)** Quantitative CLS assay showing short CLS of *snf1*∆ (JS1394) compared to WT (JS1256). The *snf1*∆* mig1-C43F* mutant (JS1430) extends CLS compared to *snf1*∆. **(C)** Quantitative CLS assay showing similar partial CLS extension by deleting *MIG1* in the *snf1*∆ background (JS1446). Deletion of *MIG1* had little CLS effect on its own (JS1442). CLS assays were performed in SC 2% glucose conditions. Error bars indicate standard deviation.

### Mutations in specific TPR motifs of *CYC8* restore CLS to cells lacking *SNF1*

*SNF1* (sucrose non-fermenting) was originally described as a mutation that prevents growth on sucrose due to an inability to express *SUC2*, a glucose-repressed gene encoding the sucrose hydrolyzing enzyme invertase 37. Another name for *CYC8* is *SSN6*, which stands for suppressor of snf1 38. Mutations in *CYC8* were identified as *cyc1-13* revertants that restore growth on lactate due to increased expression of cytochrome C 39, while mutations in *SSN6* were identified as revertants that allow *snf1* mutants to grow on sucrose 38. The *cyc8* and *ssn6 *mutations turned out to be allelic and were eventually shown to derepress transcription of glucose-repressed genes that require Snf1 for their activation under low glucose conditions. Several other *"SSN" *genes have been described, including several subunits of the Mediator complex 40, but only *cyc8/ssn6*

and *mig1/ssn1* mutations were identified from our screen for CLS extension of a *snf1*∆ mutant. Additionally, all but one of the *cyc8* mutations were missense amino acid substitutions, suggesting that complete elimination of Cyc8 protein could be detrimental. To determine if deleting *CYC8* would have the same suppression effect as observed with the *snf1*∆* mig1*∆ mutant (Fig. 3B), we generated *cyc8∆::kanMX snf1*∆*::kanMX* double mutants through genetic crossing and tetrad dissection. All resulting *cyc8*∆ spores grew poorly regardless of the accompanying *SNF1* allele (Fig. 4A), and were highly flocculent (Fig. 4B), consistent with previously described Cyc8/Tup1-dependent repression of flocculence genes such as *FLO1* 41. In stark contrast, the adapted *snf1*∆* cyc8* mutants all grew robustly (Fig 2A and 4B), and were highly dispersed in liquid culture, similar to WT and *snf1*∆ strains (Fig. 4B, JS1416 shown as example). Furthermore, *snf1*∆* cyc8*∆ strains did not grow at all with ethanol/glycerol or acetate provided as the carbon sources (Fig. 4C), implying that *cyc8* mutations isolated in the CLS screen were highly specialized.

**Figure 4:**
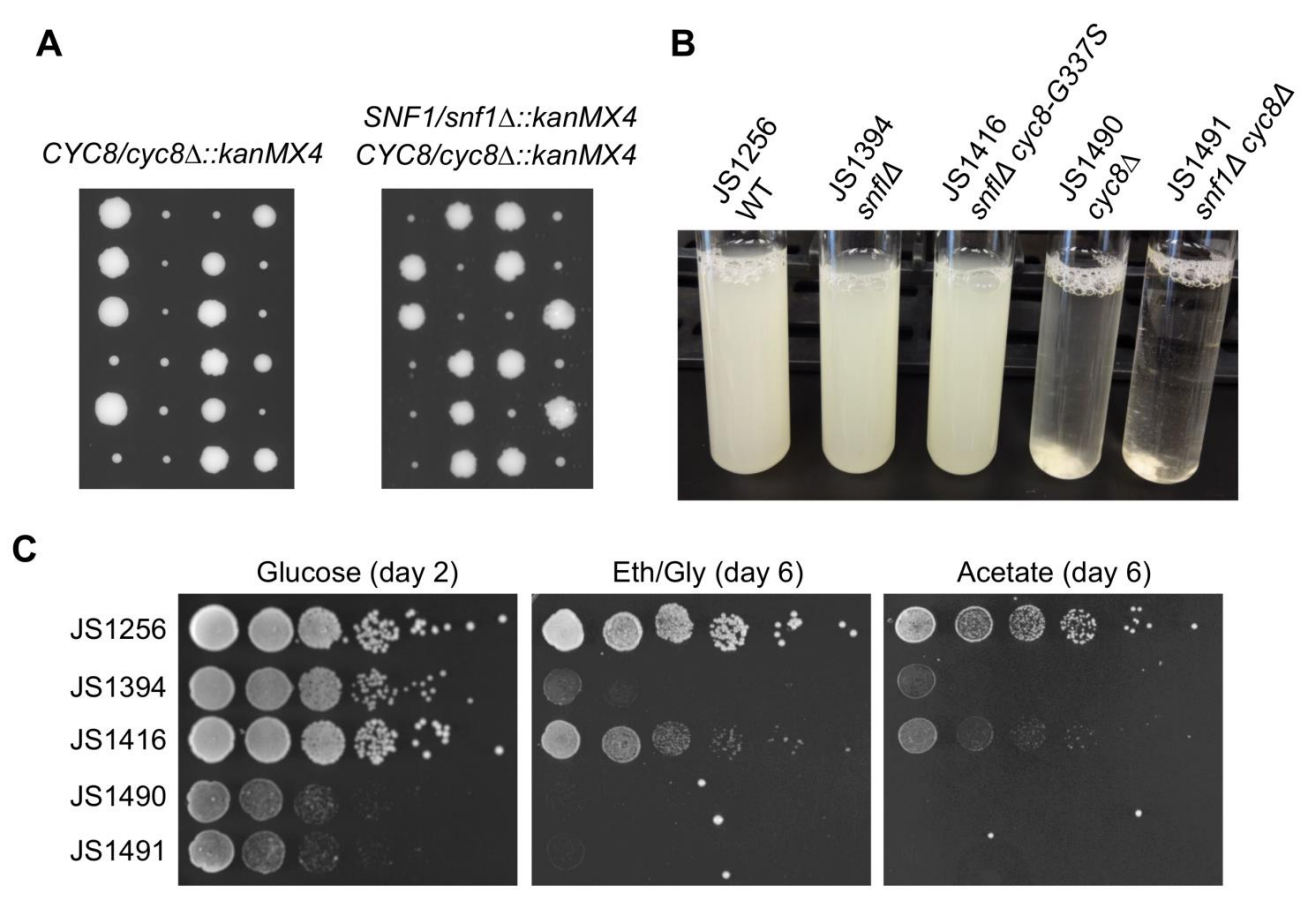
FIGURE 4: Distinct phenotypic differences between adaptation-derived *cyc8* mutants and *cyc8*∆ mutants. **(A)** Growth of spores from tetrad dissection of *CYC8/cyc8*∆*::kanMX4* or *SNF1/snf1*∆*::kanMX4* *CYC8/cyc8*∆*::kanMX4* heterozygous diploids. Spores were dissected onto YPD plates and grown for 5 days. **(B)** Flocculence phenotype of strains deleted for *CYC8* compared to a representative adapted mutants from the screen (*cyc8-G337S*). Cultures were grown for 2 days on a roller drum, then briefly vortexed and allowed to settle for 5 min. **(C)** Spot test growth assay comparison of *snf1*∆ (JS1416) suppression phenotype compared to the *snf1*∆* cyc8*∆ mutant (JS1491), which grows very poorly. A *cyc8*∆ mutant (JS1490) also grows poorly.

Closer inspection of the *cyc8* mutations showed they all occurred in the 9^th^ or 10^th^ TPRs of an N-terminally located tandem array (Fig. 5A and Table 1). TPR motifs consist of two amphipathic α-helices (A and B) that mediate physical interactions with other proteins 42. All but one of the amino acids altered by missense mutation was hydrophobic and located within the predicted A and B α-helices (Fig. 5A). Furthermore, each altered amino acid was predicted by helical wheel projections to be on the hydrophobic face of either helix A or B (Fig. 5B), suggesting the mutations altered specific hydrophobic protein-protein interactions between Cyc8 and an associated factor. The most likely associated factor is Mig1 because the TPR8-10 motifs of Cyc8 mediate transcriptional repression by Mig1 43. There were no mutations identified within TPR8 from our screen, suggesting that TPR9 and TPR10 provide most of the function relevant to CLS.

**Figure 5:**
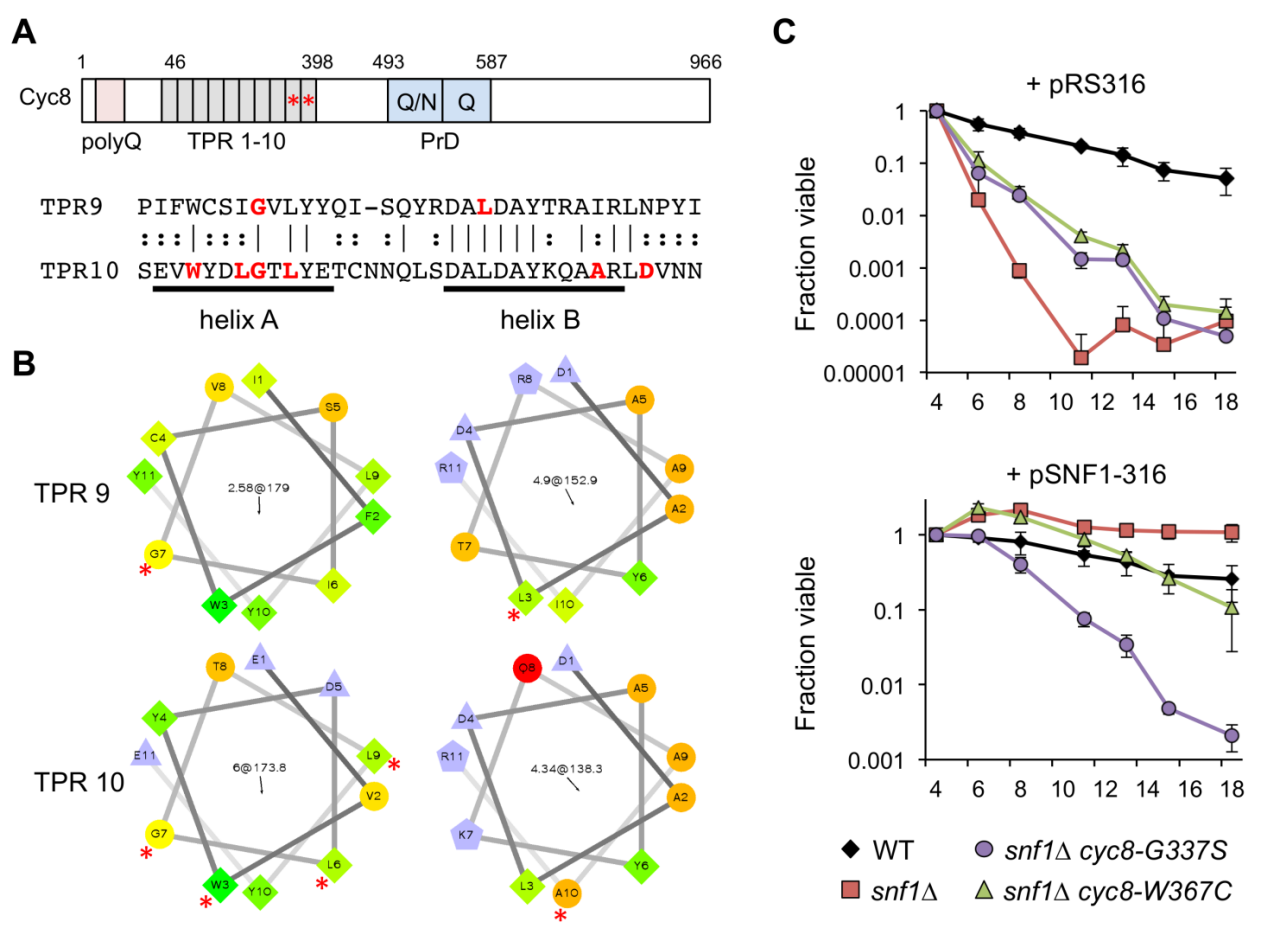
FIGURE 5: Adaptive Cyc8 mutations are specific to the TPR9 and TPR10 motifs. **(A)** Domain organization of the Cyc8 protein, indicating an N-terminal poly-glutamine (polyQ) tract, an array of 10 TPR motifs from amino acids 46 to 398, and the prion domain (PrD) consisting of polyQ/N and polyQ repeats. Asterisks indicate the location of mutations in the TPR9 and TPR10 motifs. An alignment of the TPR9 and TPR10 motifs is shown, indicating amino acids that were changed in the adapted strains. Note the mutations are distributed across the characteristic amphipathic α-helices. **(B)** Helical wheel representation of the A and B α-helices of TPR9 and TPR10 generated online (http://rzlab.ucr.edu/scripts/wheel/wheel.cgi . Mutated residues are indicated by an asterisk. **(C)** Quantitative CLS when SNF1 is restored to a *cyc8* TPR9 mutant (JS1416, *snf1*∆ *cyc8-G337S*) or a *cyc8* TPR10 mutant (JS1417, *snf1*∆* cyc8-W367C*) by transformation with a *CEN-ARS URA3* plasmid containing the *SNF1* gene (pSNF1-316). The empty *URA3* vector (pRS316) was also transformed as a control. Cells were maintained in SC-ura medium with 2% glucose throughout the experiment. Error bars indicate standard deviations.

Under activating growth conditions, the bulk of Mig1 is exported from the nucleus 44. However, significant levels of Mig1 and Cyc8/Tup1 remain associated with target gene promoters such as *GAL1 *and help recruit the SAGA co-activator complex 45, arguing that Cyc8/Tup1 is a transcriptional "co-regulator".rather than just a co-repressor. We therefore hypothesized that the TPR9 or TPR10 mutations in *CYC8* could potentially impact CLS independent of the *snf1*∆ mutation. To test this idea, *SNF1* was restored in a TPR9 mutant (JS1416) and TPR10 mutant (JS1417) by transformation with a *CEN/ARS* plasmid containing the *SNF1* gene (pSNF1-316), or an empty control plasmid (pRS316). Transformants were then quantitatively assayed for CLS in non-restricted (2% glucose) SC medium lacking uracil to maintain the plasmid. As shown in Fig. 5C, both mutants showed the expected partial CLS extension compared to *snf1*∆ when transformed with pRS316, recapitulating CLS suppression results from Fig. 2B. However, the TPR9 mutant (*snf1*∆* cyc8-G337S*) remained short lived when transformed with pSNF1-316, while CLS of the TPR10 mutant (*snf1*∆* cyc8-W367C*) was restored to normal (Fig. 5C). The *cyc8-G337S* mutation therefore impaired CLS in-dependently of *SNF1*, perhaps due to altered interactions with other transcription factors that associate with the TPR9 motif rather than TPR10. Such a model is also supported by the semi-dominant growth phenotype of this mutant on ethanol/glycerol or acetate media (Fig. 2A).

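RNA was sequenced from WT (JS1256), from the *snf1*∆ mutant (JS1394), which lacks the kinase gene *SNF1*, and from the suppressor JS1416, which carries *snf1*∆ *cyc8-G337S*. The *cyc8-G337S* mutation lies at position 464762 of chromosome II in the R64 build, whose sequence is that of sacCer3, inside the coding exon of *CYC8* (YBR112C, 462870 to 465770). Libraries of poly(A) RNA were made with a kit that keeps the strand of the transcript, and were read as 75-bp single-end reads. WT and *snf1*∆ had 3 libraries each at log, 24 hr and 48 hr, and JS1416 had 1 library at log, 2 at 24 hr and 3 at 48 hr. For the log phase sample the paper gives 6 hr and SC medium, whereas the sample labels give 5 hr and YPD medium. The paper's time is the one used here. The authors combined the lanes, mapped the reads to sacCer3 with bowtie2, counted them over yeast ORFs with bedtools multicov, and deposited the counts per ORF without normalization. The paper's text does not name the strand option of that counting. The table held 6692 ORFs, of which 6616 passed edgeR's expression filter and were tested.

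The total counts per library set the precision of each group. In WT, the totals ran from 8695170 to 12538450 (median 9214809) at log, from 4149875 to 6601328 (median 5313460) at 24 hr and from 4415977 to 7770754 (median 5636694) at 48 hr. In *snf1*∆, they ran from 8804354 to 28133662 (median 9694808) at log, from 3749146 to 9761488 (median 4820067) at 24 hr and from 1861082 to 2298919 (median 2019184) at 48 hr. JS1416 had 14309710 counts at log, 8175930 and 15176083 at 24 hr, and 747098, 11187696 and 29070805 at 48 hr.

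Counts were scaled with the TMM method, which corrects for a few genes taking a large part of a library, and are given as CPM. The deleted gene was read first in every library. *SNF1* (YDR477W, chromosome IV, 1412373 to 1414274) had 66.0, 63.2 and 69.8 CPM in the 3 WT libraries at log, 68.4, 71.7 and 67.1 CPM at 24 hr, and 46.2, 56.9 and 46.7 CPM at 48 hr. In the *snf1*∆ libraries it had 0.415, 0.192 and 0.182 CPM at log (5, 7 and 2 counts), 2.65, 1.16 and 0.598 CPM at 24 hr (11, 6 and 7 counts), and 4.08, 2.67 and 1.59 CPM at 48 hr (7, 4 and 3 counts). In JS1416 it had 0.314 CPM at log (5 counts), 1.96 and 2.08 CPM at 24 hr (19 and 11 counts), and 3.58, 0.981 and 1.31 CPM at 48 hr (32, 27 and 1 counts). Every library labelled *snf1*∆ or JS1416 was therefore below every WT library.

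Replicates were compared before they were averaged, and no pair of libraries of a group differed by as little as the sampling noise of their counts. At 48 hr, the library labelled *snf1*∆ replicate 3 had a Pearson correlation across genes of 0.984 and 0.939 with JS1416 replicates 2 and 3, against 0.905 and 0.901 with *snf1*∆ replicates 1 and 2. The library labelled JS1416 replicate 1 had 0.984 and 0.980 with *snf1*∆ replicates 1 and 2, against 0.928 and 0.884 with JS1416 replicates 2 and 3. Genes are not independent replicates, and every library was kept under its label, so the 48 hr values of both strains are those of the libraries as labelled. All 24 libraries entered 1 model with 9 groups, and a gene was called where edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p under 0.05. The libraries at 48 hr therefore also enter the spread used for tests at log and 24 hr. Because JS1416 had 1 library at log, its changes from log have no replicate check and are given without a p.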

Next, RNA-seq analysis was performed on WT (JS1256),* snf1*∆ (JS1394) and the cyc8-G337S mutant (JS1416) that were grown for 6 (log), 24, or 48 hrs. 

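Between log and 24 hr, 5275 of the 6616 tested genes changed in WT (2725 higher, 2550 lower) and 4433 changed in *snf1*∆ (2412 higher, 2021 lower). Of the settings tried, scaling by library size alone moved this balance most. It shifted the median log2 fold change of all genes by -0.51 in WT and gave 1971 higher and 3154 lower genes. The difference between the 2 responses was tested directly and was called for 3632 genes, 1937 with a higher and 1695 with a lower response in *snf1*∆ than in WT (2532 and 1129 with library size alone). Compared at 24 hr itself, 4234 genes differed between *snf1*∆ and WT, 2229 higher and 2005 lower in *snf1*∆ (3243 and 1258 with library size alone). The genes furthest below WT were *YIG1*, with a log2 fold change of -7.23 (standard error 0.67), *SPG1* at -7.12 (standard error 0.50) and YKR075W-A at -6.49 (standard error 0.36). Those furthest above WT were *VEL1* at 6.17 (standard error 0.39), YOR387C at 5.97 (standard error 0.46) and *ADH4* at 4.50 (standard error 0.84).

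A list was then drawn of genes with a change between log and 24 hr in each of the 3 strains, as in the paper's methods, and an increase in WT, as in its results text. The methods further keep genes with reduced expression in *snf1*∆ compared with WT, which was read here as a lower log2 fold change from log. This rule gave 1232 genes, of which 1142 lay below WT in *snf1*∆ at 24 hr itself and 90 lay above. With a lower value in *snf1*∆ than in WT at 24 hr in place of the lower fold change, a reading added after the values were seen, the list held 1155 genes, 1142 of them among the 1232. The change in JS1416 enters the rule as a filter only and rests on its single library at log, and without that criterion the list held 1589 genes. The copy of Supplemental Table S1 used here holds 983 genes, against the paper's 986, and the log2 fold changes recomputed for those 983 genes differed from the paper's by at most 0.024. All 983 have a lower log2 fold change in *snf1*∆ than in WT in that table, while in the counts 71 of them lay above WT in *snf1*∆ at 24 hr. Of the 1232 genes, 861 were also called for the difference between the 2 responses. In *snf1*∆ 1186 of the 1232 genes were called higher at 24 hr than at log and 46 were lower, and the median log2 fold change from log was 2.54 in WT and 1.28 in *snf1*∆. The rule itself leaves out genes that did not change in *snf1*∆. A separate list of genes that rose in WT and did not rise in *snf1*∆ held 810 genes, 46 of them among the 1232. The same rule at 48 hr gave 898 genes, of which 698 were among the 1232. The 24 hr list held 731 genes with library size alone.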

Analysis focused on 986 genes that were upregulated at 24hr compared to log in the WT strain, but not in *snf1*∆. Unsupervised cluster analysis revealed a subset of 359 genes whose expression was at least partially restored in the suppressor strain (Fig. 6A). These genes were significantly enriched for catabolic processes and surprisingly, *de novo* NAD^+^ biosynthesis (Fig. 6B). 

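The 1232 genes of the 24 hr list were clustered on the Pearson distance between their log2 fold changes from log in the 3 strains, standardized per gene, with complete linkage. Of the 2 clusters obtained, the one with the higher values in JS1416 held 628 genes, or 51.0% of the list. Their median log2 fold changes from log were 2.61 in WT and 2.46 in JS1416, against 2.48 and 1.44 for the other 604 genes. The size depended on the linkage, since average linkage gave 295 genes, all of them among the 628. It also varied in 20 simulated data sets in which JS1416 was drawn with the means of *snf1*∆, where the corresponding cluster took from 8.99% to 76.7% of the list.

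JS1416 was also compared with *snf1*∆ at 24 hr directly, which does not use the single JS1416 library at log. Among all tested genes 3144 were called, 1332 higher and 1812 lower in JS1416. Scaling by library size alone shifted the median of all genes by -0.81 in this comparison and gave 500 higher and 4388 lower genes. On the list of 1232, 647 genes (52.5%) were called higher in JS1416 than in *snf1*∆ and 63 lower. Within the cluster of 628 these numbers were 453 and 5, and among the other 604 genes they were 194 and 58. With or without a call, 972 genes (78.9%) lay above *snf1*∆, compared with 54.2% (52.4% to 55.9%) in the simulated data sets, in which 0% were called. The position of JS1416 between *snf1*∆ (0) and WT (1) in mean log2 CPM had a median of 0.552 and an interquartile range of 0.133 to 0.968. With each library at 24 hr left out in turn and the list kept, the median ran from 0.542 (without *snf1*∆ replicate 3) to 0.569 (without *snf1*∆ replicate 1), and 23.8% of the genes lay above 1. For list genes above WT in *snf1*∆, a position above 0 means a value below *snf1*∆. With library size alone, 249 of 731 list genes were called higher and 186 lower, 52.9% lay above *snf1*∆ and the median position was 0.248. From the cluster analysis, the paper concludes that expression of a subset of the Snf1-dependent genes was at least partially restored in the suppressor strain.

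**Figure D1:**
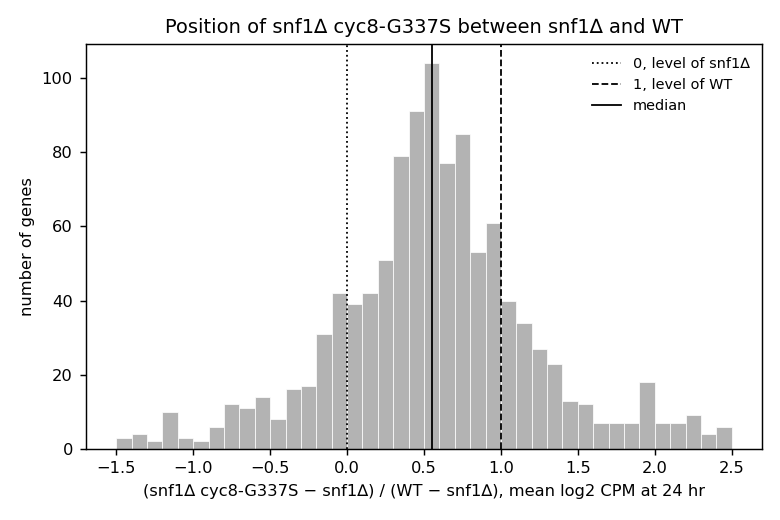
Histogram of the position of JS1416 between *snf1*∆ (0, dotted line) and WT (1, dashed line) in mean log2 CPM at 24 hr for the 1232 genes of the list, in bins of 0.1, with the number of genes on the vertical axis. The solid line marks the median of 0.552, and 76 genes below -1.5 and 72 genes above 2.5 lie outside the plotted range.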

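The genes of the *de novo* NAD+ pathway, which makes NAD+ from tryptophan, were followed singly. GO enrichment was not analysed here. *BNA1*, *BNA2*, *BNA5* and *BNA6* were in the cluster of 628 genes, *BNA1* among those above WT in *snf1*∆ at 24 hr, while *BNA4* and *BNA7* did not meet the rule of the 24 hr list. *BNA6* (YFR047C, chromosome VI, 244279 to 245166) was higher in JS1416 than in *snf1*∆ at 24 hr, with a log2 fold change of 0.98 (standard error 0.17, adjusted p = 9.78e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BNA5* was higher by 0.72 (standard error 0.19, adjusted p = 0.00343 from the same edgeR test with Benjamini-Hochberg adjustment). For *BNA1* and *BNA2*, the latter overlapping another annotated gene, log2 fold changes of 0.45 and 0.32 were not called (adjusted p = 0.213 and 0.142, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *BNA4* and *BNA7* were lower in JS1416, at -0.88 and -0.73 (adjusted p = 0.0123 and 0.00176, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without *snf1*∆ replicate 3 at 24 hr, *BNA4* was at -0.76 and no longer called (adjusted p = 0.0512, same edgeR test with Benjamini-Hochberg adjustment).

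Of these 6 genes, 2 were thus higher and 2 lower, also when adjusted over the list alone, and the median was 0.38 (limma's camera test, adjusted p = 0.579). Limma's fry test, which does not set the list against the other genes, called it higher (adjusted p = 0.00601). With library size alone, *BNA1*, *BNA2* and *BNA5* fell to -0.36, -0.48 and -0.09 and *BNA6* to 0.17, where the median of all genes was -0.98. Against WT at 24 hr, *snf1*∆ was lower for *BNA6* (log2 fold change -1.02) and *BNA2* (-0.43), and higher for *BNA4* (1.71), *BNA1* (1.18) and *BNA7* (0.70). *BNA5* differed by 0.07 between *snf1*∆ and WT.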

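The promoters of genes on the 24 hr list were searched for the Mig1 motif MCCCCRS within 500 bp upstream of the start codon, on either strand. The set comprised the 374 genes with an annotated promoter whose rise from log was over 2-fold larger in JS1416 than in *snf1*∆, and the background was the 5595 other tested genes. The motif was found in 75 promoters of the set (20.1%) and in 626 of the background (11.2%), an odds ratio of 1.99 (adjusted p = 3.50e-06, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 6 motifs). When the columns of the motif were put in another order, which keeps its base composition, 64 of 200 orders gave an odds ratio as high. Against the 759 other genes of the list, of which 15.3% had the motif, the odds ratio was 1.39 and was not called (adjusted p = 0.104, Fisher's exact test with Benjamini-Hochberg adjustment). The sites are sequence matches, and binding itself was not measured in these libraries.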

As predicted, Mig1 binding sites were significantly enriched on the promoters of these genes, as were its related factors Mig2 and Mig3 (Fig. 6C), which appear to fine-tune glucose repression 46. However, among the top hits in P-value were four other transcription factors (Msn2/Msn4, Gis1 and Rph1) that are known multi-copy suppressors of *snf1*-defective phenotypes 47,48. 

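The Msn2/4 motif AGGGG was found in 234 of the 374 promoters (62.6%) and in 1799 of the 5595 background promoters (32.2%), an odds ratio of 3.53 (adjusted p = 2.00e-30, Fisher's exact test with Benjamini-Hochberg adjustment). None of the 4 other orders of its columns gave a ratio as high. Relative to the rest of the list the odds ratio was 1.71 (adjusted p = 1.73e-04, Fisher's exact test with Benjamini-Hochberg adjustment). The Gis1/Rph1 motif TWAGGGAT was rarer, with 27 promoters in the set (7.22%) and 128 in the background (2.29%), an odds ratio of 3.32 (adjusted p = 2.65e-06, Fisher's exact test with Benjamini-Hochberg adjustment). None of 200 column orders reached it, and relative to the rest of the list the odds ratio was 3.40 (adjusted p = 3.27e-04, Fisher's exact test with Benjamini-Hochberg adjustment). The Adr1 motif (odds ratio 1.13) and the Hap2/3/4 motif (odds ratio 1.05) were not called. Other settings called them in part, so that the adjusted p ran from 0.00844 to 0.957 for Adr1 and from 0.0255 to 1 for Hap2/3/4 (Fisher's exact test with Benjamini-Hochberg adjustment). Adr1 was called with the promoter limited at the neighbouring gene, in the genes called higher in JS1416 and in the cluster, and Hap2/3/4 with the limited promoter.

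A list of 10 Msn2/4 targets of the general stress response, such as *CTT1*, *HSP12* and *HSP26*, was higher throughout in JS1416 than in *snf1*∆ at 24 hr. All 10 were called, also when adjusted over the list alone, with log2 fold changes from 0.89 to 3.69 and a median of 2.08 (limma's camera test, adjusted p = 8.27e-10). Camera used a preset correlation between genes, and with an estimated correlation the list was not called (limma's camera test, adjusted p = 0.0881). At 48 hr, 0 of the 10 were called, with a median of 0.14. Among the genes of 9 regulators of the pathway, 5 were higher and 1 lower in JS1416 at 24 hr, with a median of 1.09 (limma's camera test, adjusted p = 0.00202). With an estimated correlation these regulators were not called as a list (limma's camera test, adjusted p = 0.1965). *MSN4* rose by 2.40 (standard error 0.19), *GIS1* by 2.39 (standard error 0.29), *MSN2* by 1.09 (standard error 0.20), *MIG2* by 2.12 (standard error 0.20) and *ADR1* by 3.43 (standard error 0.70), all called, and *SIP4* fell by 0.47 (standard error 0.16). Without *snf1*∆ replicate 3 at 24 hr, *SIP4* was no longer called. The differences for *RPH1* (0.27), *TUP1* (0.19) and *MIG3* (0.07) were not called.

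**Figure D2:**
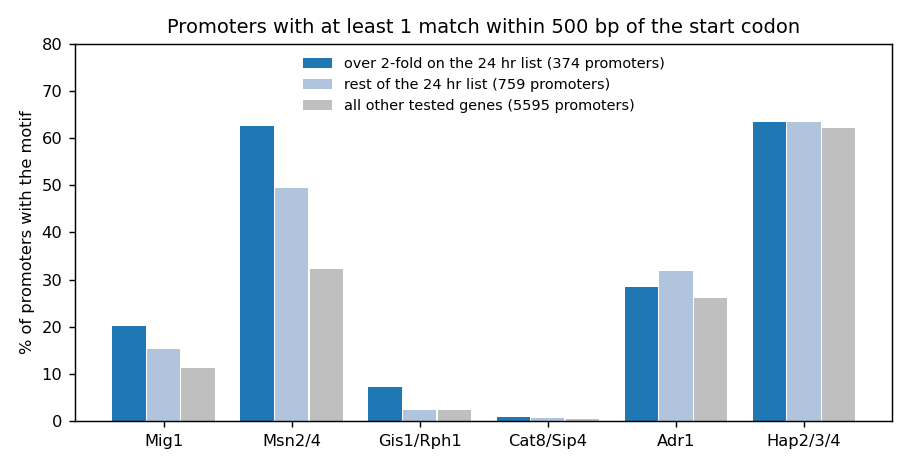
Percent of promoters with at least 1 match to each motif within 500 bp of the start codon, for the 374 genes over 2-fold, the 759 other genes of the 24 hr list and the 5595 background genes. The Msn2/4 motif was in 62.6% of the set, 49.4% of the rest of the list and 32.2% of the background.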

Msn2/4 are major transcriptional activators for the general stress response 49, and Gis1/Rph1 are paralogous histone H3-K36 demethylases that can act as repressors or activators depending on the gene and the growth condition, including glycerol and acetate metabolism 2. Perhaps the *cyc8-G337S* mutation disrupts proper transcriptional regulation mediated by one or more of these, or other highly enriched factors listed in Fig. 6C and supplementary Table S3.

**Figure 6:**
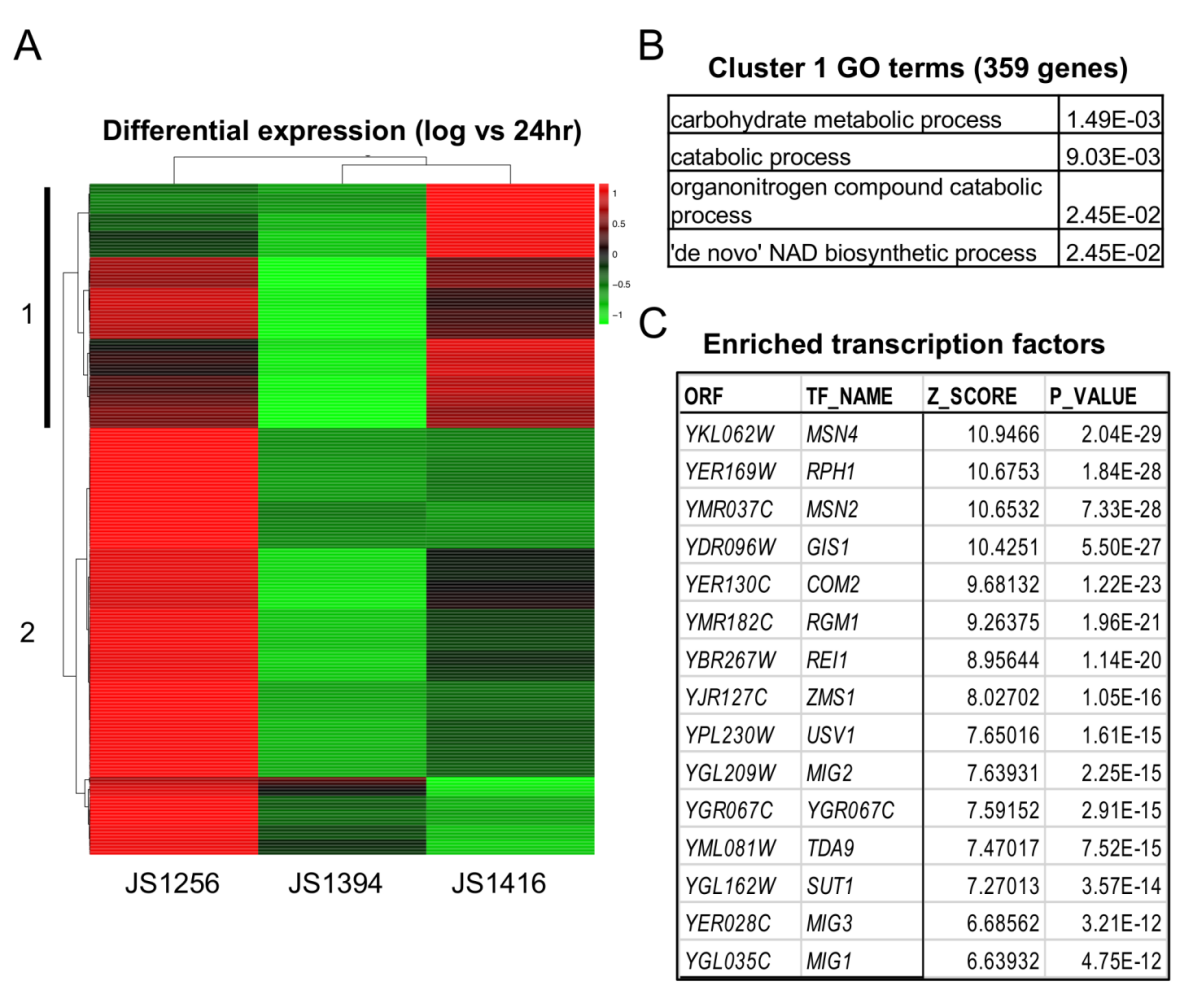
FIGURE 6: RNA-seq analysis of gene expression in WT, *snf1*∆, and bypass suppressor strains. **(A)** Genes (986) that were upregulated at 24 hr in the WT strain (JS1256), but not in the snf1∆ strain (JS1394) were analyzed by Pearson correlation clustering and displayed as a heat map of Z-score from the mean of all three strains. Cluster 1 (vertical black bar) represents 359 genes in which expression was restored in JS1416 compared to JS1394. **(B)** Gene ontology (GO) terms and p-values associated with cluster 1 using Holm-Bonferroni correction. **(C)** Top 15 enriched transcription factors on the promoters of genes with >2-fold enrichment in JS1416 compared to JS1394 (from Supplemental Table S1).

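The enrichment in JS1416 compared to JS1394 was computed as in Supplemental Table S1, as the ratio of the 2 strains' fold changes from log. Among the 1232 genes of the 24 hr list, 977 (79.3%) had a ratio above 1 and 413 (33.5%) a ratio above 2. In the simulated data sets without any difference between the 2 strains, 59.6% and 2.99% of the list passed these limits. Of the 413 genes, 364 were also called higher in JS1416 in the direct comparison at 24 hr. The ratio uses the single JS1416 library at log and has no replicate check. With the *snf1*∆ libraries at log as the reference of both strains, 422 genes had a ratio above 2, of which 326 were among the 413. With library size alone, 476 of 731 genes were above 1 and 169 above 2.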

### Bypass suppression of *snf1*∆ by *cyc8-G337S* is *CAT8*-dependent

Snf1 phosphorylates Mig1 under low glucose conditions to activate genes for alternative carbon source utilization 32. Among these targets is *CAT8*, which encodes a zinc cluster transcriptional activator of glyoxylate and gluconeogenesis pathway genes such as *ICL1*, *MLS1*, and *PCK1* (Fig. 6A) 50,51. 

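*CAT8* (YMR280C, chromosome XIII, 827028 to 831329) stood at 439 ± 28.6 CPM (SD, n = 3) in WT at 24 hr, 19.4 ± 1.53 CPM (SD, n = 3) in *snf1*∆ and 86.7 ± 3.54 CPM (SD, n = 2) in JS1416. Its log2 fold change between *snf1*∆ and WT was -4.50 (standard error 0.43, adjusted p = 1.96e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). JS1416 was above *snf1*∆ by 2.16 (standard error 0.43, adjusted p = 3.32e-04 from the same edgeR test with Benjamini-Hochberg adjustment), a difference larger than the spread between the libraries. This value lay between 2.10 and 2.21 across the 23 models that each left out 1 library, all but the JS1416 library at log. *ICL1* (YER065C, chromosome V, 285241 to 286914), *MLS1* (YNL117W, chromosome XIV, 406358 to 408022) and *PCK1* (YKR097W, chromosome XI, 631152 to 632801) were also below WT in *snf1*∆ at 24 hr, with log2 fold changes of -2.34, -2.11 and -1.81 (adjusted p = 2.05e-05, 3.84e-05 and 2.19e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Between JS1416 and *snf1*∆, *MLS1* at -0.40 and *PCK1* at -0.38 were not called at 24 hr (adjusted p = 0.427 and 0.477, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For *MLS1*, the JS1416 libraries (56.2 and 56.1 CPM) nevertheless lay below the *snf1*∆ libraries (79.6, 79.1 and 64.4 CPM). Scaled by library size alone, *MLS1* and *PCK1* were called lower in JS1416, at -1.21 and -1.18. Together with *ACS1*, 2 of these 5 genes were called higher in JS1416 at 24 hr, also when adjusted over the list alone, and the median was 0.39 (limma's camera test, adjusted p = 0.373, fry 0.131). At 48 hr 0 of the 5 were called, with a median of 0.59. Camera called the list higher there (adjusted p = 0.0227, and from 0.0195 to 0.307 across the other settings), whereas limma's fry test did not (adjusted p = 0.204).

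At 48 hr, *CAT8* was at 239 ± 44.7 CPM (SD, n = 3) in WT, 34.3 ± 27.2 CPM (SD, n = 3) in *snf1*∆ and 47.6 ± 27.1 CPM (SD, n = 3) in JS1416. The single libraries overlapped, with 19.2, 18.0 and 65.7 CPM in *snf1*∆ and 16.9, 68.0 and 57.8 CPM in JS1416. The log2 fold change between these strains was 0.41 (adjusted p = 0.790 from the same edgeR test with Benjamini-Hochberg adjustment). Without JS1416 replicate 2 it was -0.20 and without *snf1*∆ replicate 3 it was 1.31.

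**Figure D3:**
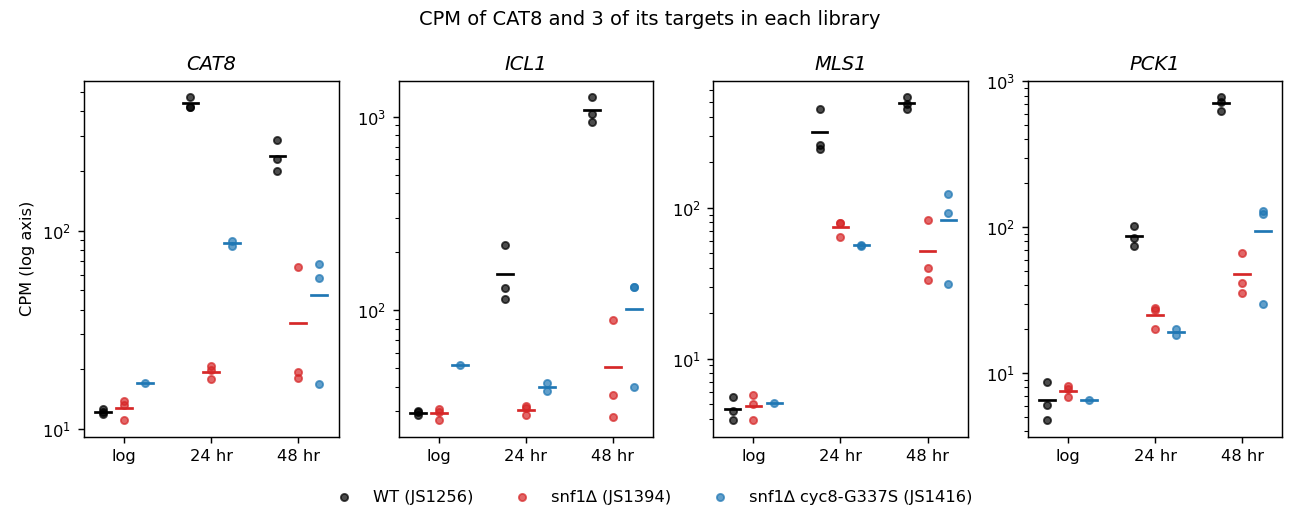
CPM on a log axis of *CAT8*, *ICL1*, *MLS1* and *PCK1* in each library at log, 24 hr and 48 hr, with 1 point per library and a short line at the mean, for WT (black), *snf1*∆ (red) and JS1416 (blue). At 24 hr the 2 JS1416 libraries lie above the 3 *snf1*∆ libraries for *CAT8*, whereas at 48 hr the libraries of the 2 strains overlap for every gene.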

The Cat8 protein is also directly activated by Snf1-dependent phosphorylation 52,53, and further transactivates its own gene as a positive feedback 54. *CAT8* is required for CR-mediated extension of CLS and for CR-amplified expression of select target genes during the di-auxic shift, including the acetyl CoA synthetase gene *ACS1* 19. Accordingly, *ACS1* transcription was partially restored in the *snf1*∆* cyc8-G337S* suppressor mutant (JS1416) compared to the *snf1*∆ mutant (JS1394) as measured through RNA-seq, as were numerous other genes that function in ethanol and acetate catabolism (Fig. 7A; Supplemental Tables S1 and S2). 

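*ACS1* (YAL054C, chromosome I, 42881 to 45022) was at 666 ± 91.0 CPM (SD, n = 3) in WT, 84.6 ± 14.5 CPM (SD, n = 3) in *snf1*∆ and 155 ± 2.80 CPM (SD, n = 2) in JS1416 at 24 hr. Relative to WT, *snf1*∆ was lower by a log2 fold change of -2.98 (standard error 0.18, adjusted p = 4.50e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). JS1416 exceeded *snf1*∆ by 0.88 (standard error 0.18, adjusted p = 6.09e-04 from the same edgeR test with Benjamini-Hochberg adjustment), and the value lay between 0.75 and 1.00 when libraries were left out in turn. It remained below WT, by -2.11 (standard error 0.20). With library size alone, *ACS1* differed by 0.07 between JS1416 and *snf1*∆ and was not called, while the median of all genes was -0.98. At 48 hr, *ACS1* was at 429 ± 51.7 CPM (SD, n = 3) in WT, 130 ± 3.15 CPM (SD, n = 3) in *snf1*∆ and 123 ± 32.3 CPM (SD, n = 3) in JS1416, and the last 2 strains did not differ (log2 fold change -0.06, adjusted p = 0.933, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The change of the JS1416 effect between the 2 times was 0.94 (standard error 0.25, adjusted p = 0.00733, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).

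The 15 genes shaded blue in Fig. 7A were all above *snf1*∆ in JS1416 at 24 hr, with log2 fold changes from 0.59 to 3.38 and a median of 1.66. Of these, 14 were called over all genes tested and 15 when adjusted over the list alone, which is not independent evidence, since the study chose these genes on the same samples. The exception was *IDH1*, at 0.59 (adjusted p = 0.0748, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), which was called without *snf1*∆ replicate 3 or without JS1416 replicate 1 at 48 hr. As a list they stood apart from the other genes (limma's camera test, adjusted p = 6.91e-11), but not with an estimated correlation between genes (same camera test, adjusted p = 0.1496). All 15 were below WT in *snf1*∆, with a median of -2.64. The largest differences were those of *SDH1*, at 3.38 (standard error 0.29), and *ALD3*, at 3.19 (standard error 0.38). *ALD2* and *ALD3* share 29.9% of their 75-bp sequences with other loci, so their counts are less certain. In all, 52 such list tests were run, of which camera called 23. Of these 23, 20 were also called by limma's fry test and 1 with an estimated correlation between genes.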

*CAT8* was among the significantly enriched transcription factors on the promoters of such genes (Supplemental Table S3; p = 1.58E-06), and qRT-PCR analysis confirmed its transcription was partially restored in JS1416 compared to JS1394 (Fig. 7B). 

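A Cat8 site, written as the consensus YCCNYTNRKCCG that Cat8 shares with Sip4, was found in 3 of the 374 promoters of the set (0.80%) and in 23 of the 5595 background promoters (0.41%). The odds ratio was 1.96 and was not called (adjusted p = 0.331, Fisher's exact test with Benjamini-Hochberg adjustment), and 55 of 200 column orders of the motif reached it. Such small numbers of matches limit what this test can detect. In the cluster of 628 genes, 2 of 575 promoters had a match, an odds ratio of 0.78. *CAT8* expression by qRT-PCR was not analysed here.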

Surprisingly, *CAT8* transcription levels modestly increased over time in the *snf1*∆ mutant, suggesting that additional Snf1-independent factors contribute to its activation. 

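The RNA-seq counts of *ICL1*, the gene of isocitrate lyase, were followed in every group. At log it was at 29.3 ± 0.644 CPM (SD, n = 3) in WT, 29.1 ± 2.08 CPM (SD, n = 3) in *snf1*∆ and 52.0 CPM in the JS1416 library. At 24 hr it was at 153 ± 55.4 CPM (SD, n = 3) in WT, 30.4 ± 1.57 CPM (SD, n = 3) in *snf1*∆ and 39.9 ± 2.41 CPM (SD, n = 2) in JS1416. From log to 24 hr, WT rose by a log2 fold change of 2.39 (adjusted p = 7.12e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *snf1*∆ changed by 0.06 (adjusted p = 0.898, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), which became -0.02 with RLE size factors or DESeq2 and -0.10 with library size alone. JS1416 fell by 0.39. *ICL1* therefore met the rule of neither the 24 hr nor the 48 hr list. In the direct comparison at 24 hr, JS1416 lay above *snf1*∆ by 0.39 (standard error 0.41), which was not called (adjusted p = 0.454, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The value was -0.42 with library size alone. The standard error comes from the model of all 9 groups, whereas the gap in CPM at 24 hr was larger than the SD within either strain. The test therefore does not show that the 2 strains were alike.

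By 48 hr *ICL1* had reached 1076 ± 165 CPM (SD, n = 3) in WT, 50.7 ± 32.6 CPM (SD, n = 3) in *snf1*∆ and 101 ± 52.6 CPM (SD, n = 3) in JS1416. The log2 fold change between JS1416 and *snf1*∆ was 0.95 (standard error 0.38, adjusted p = 0.785, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out *snf1*∆ replicate 3 gave 1.61 and leaving out JS1416 replicate 1 gave 1.35, and either value was called (adjusted p = 0.025 and 0.0121, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).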

The key glyoxylate cycle gene *ICL1* (isocitrate lyase) was absent from the lists of genes with improved expression after 24 hr and 48 hr (Fig. 7A; Supplemental Tables S1 and S2), but we confirmed its expression was elevated using qRT-PCR (Fig. 7C). Unlike the *CAT8* gene, *ICL1* expression did not increase over time in the *snf1*∆ mutant (Fig. 7C), indicating it is normally more dependent on Snf1 for activation. Consistent with a partial restoration of glyoxylate cycle gene expression, trehalose accumulation driven by gluconeogenesis was absent from the *snf1*∆ mutant at 24 and 48 hr, but noticeably recovered in the *cyc8-G337S* suppressor (Fig. 7D). This is significant because trehalose accumulation during the post-diauxic shift period (~24 hr in our system) was previously linked with CLS extension by CR 55, and glyoxylate/gluconeogenesis flux to trehalose appears to favor quiescence more so than mitochondrial respiration 56,57.

**Figure 7:**
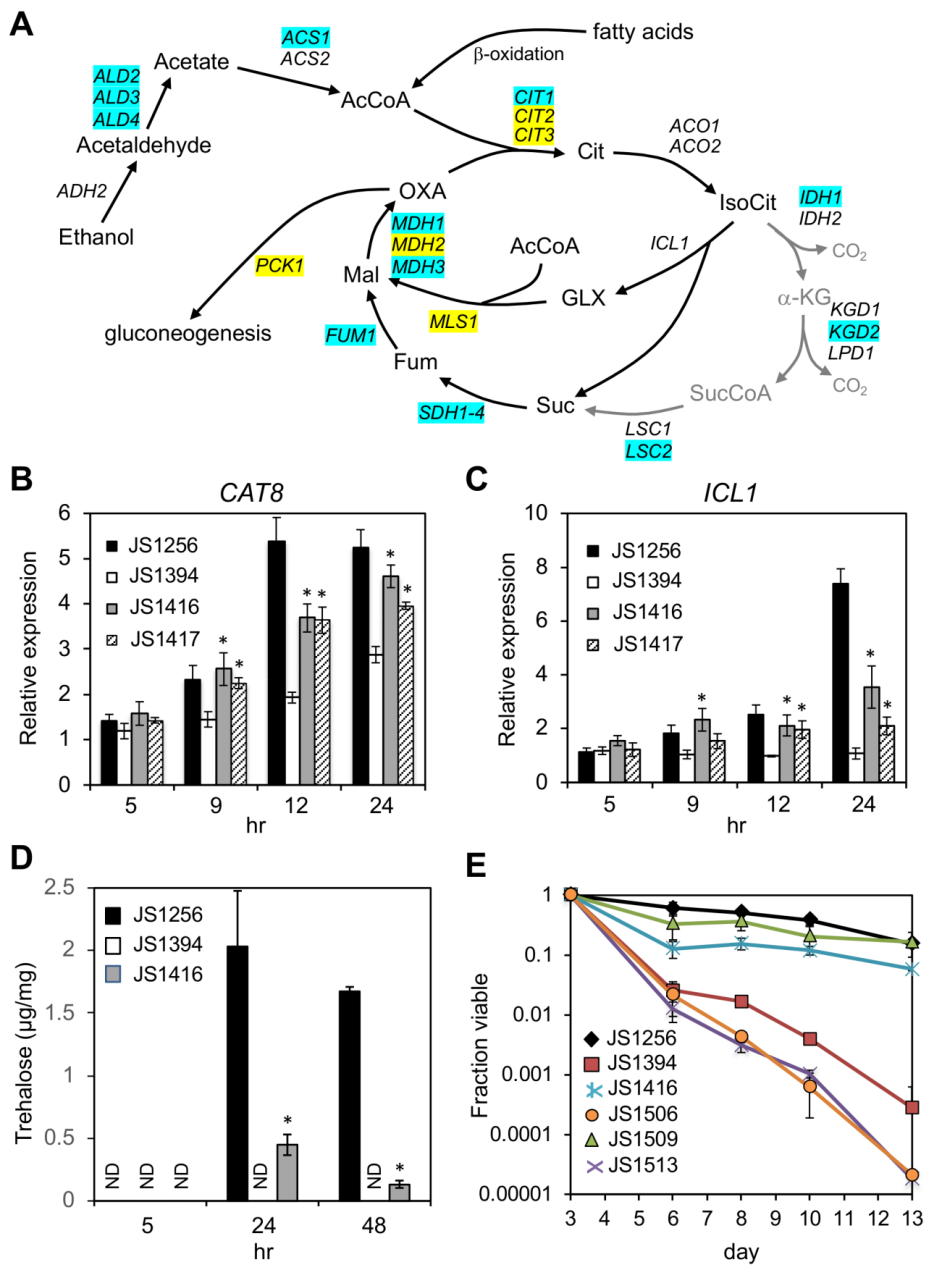
FIGURE 7: Reactivation of *CAT8* and the glyoxylate/gluconeogenesis pathways in adapted *snf1*∆ mutants. **(A)** Diagram of ethanol and fatty acid catabolism through the TCA and glyoxylate cycles, leading to gluconeogenesis. Genes involved in each enzymatic step are listed, including the first step of gluconeogenesis (*PCK1*). Blue shading indicates restored expression in the suppressor strain (JS1416) at 24 or 48 hr based on RNA-seq analysis. Yellow shading indicates restored expression only at 48 hr. Abbreviations: Cit, citrate; IsoCit, isocitrate; GLX, glyoxylate; Mal, malate; OXA, oxaloacetate; α-KG, α-ketoglutarate; SucCoA, succinyl CoA; Fum, fumarate. **(B)** Quantitative RT-PCR of *CAT8* expression when entering the diauxic shift. **(C)** Quantitative RT-PCR of *ICL1* expression during the same time course. **(D)** Trehalose measurements from WT (JS1256), *snf1*∆ (JS1394), and suppressor (JS1416) cells growing in liquid SC media, and then harvested at log phase (5hr), 24hr, or 48 hr. **(E)** Quantitative CLS assay showing that lifespan extension in the *snf1*∆* cyc8-G337*S bypass mutant is fully dependent on *CAT8*. The strains are JS1256, WT; JS1394, *snf1*∆; JS1416, *snf1*∆* cyc8-G337S*; JS1506 *snf1*∆* cyc8-G337S cat8*∆; JS1509, *cat8*∆; JS1513, *snf1*∆* cat8*∆. Error bars in each experiment indicate standard deviation of the mean viability for 3 biological replicates. For qRT-PCR analysis, significant expression increases in the adapted mutants over the *snf1*∆ parent are indicated by an asterisk (p<0.05, one-tailed t-test).

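The pathway genes were set side by side at both times. Among all 6616 tested genes, 0 were called between JS1416 and *snf1*∆ at 48 hr, and 275 had an unadjusted p under 0.05, where 331 are expected without any difference. Leaving out *snf1*∆ replicate 3 gave 364 genes (333 higher, 31 lower) and leaving out JS1416 replicate 1 gave 1155 (413 higher, 742 lower). Accordingly none of the 15 blue genes was called at 48 hr, where their log2 fold changes ran from -0.07 to 0.61 with a median of 0.18. Camera nevertheless called these 15 genes higher as a list at 48 hr (limma, adjusted p = 0.0376, and from 0.0329 to 0.603 across the other settings), and limma's fry test did not (adjusted p = 0.362). Among genes without shading, *KGD1* (2.26), *ACO1* (2.08), *ADH2* (1.64), *IDH2* (0.70) and *LPD1* (0.61) were called higher in JS1416 at 24 hr, *ACS2* (-1.41) was called lower, and *ICL1* and *LSC1* were not called. *ADH2* shares 11.8% of its 75-bp sequences with other loci.

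**Figure D4:**
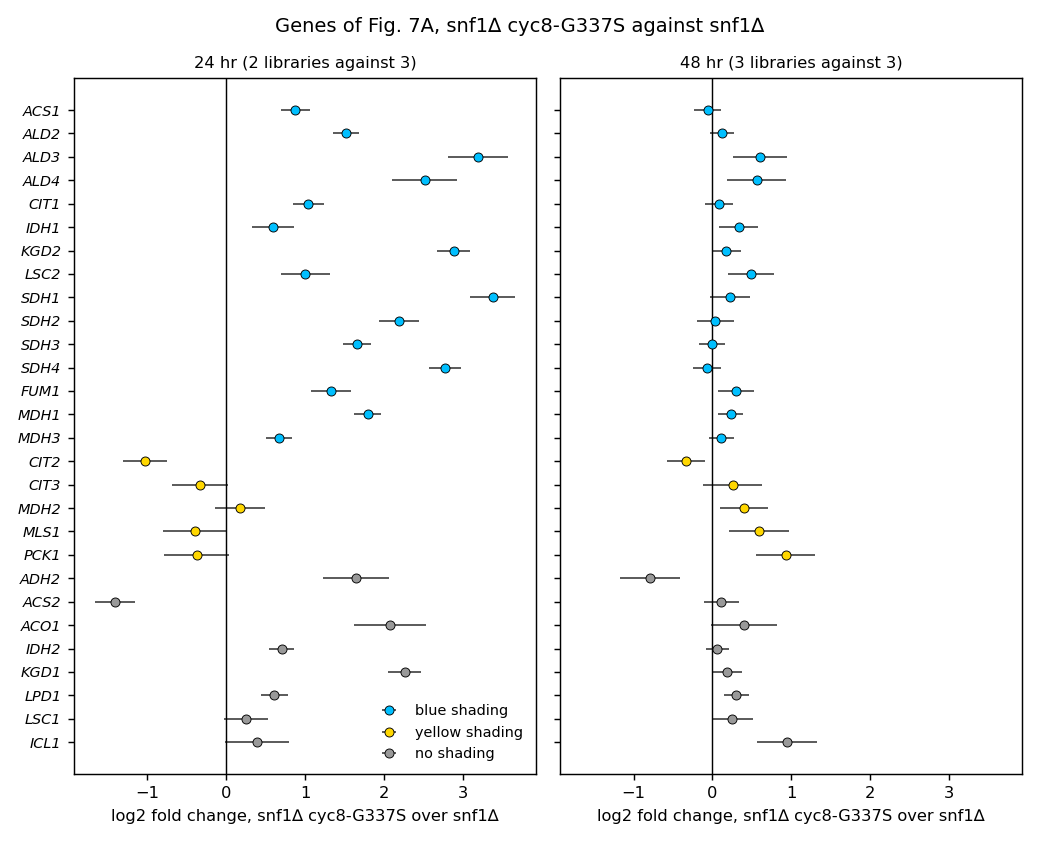
Log2 fold change between JS1416 and *snf1*∆ at 24 hr (left) and 48 hr (right) of genes of Fig. 7A, coloured by their shading there, with bars of 1 standard error from the model. The blue genes lie between 0.59 and 3.38 at 24 hr and between -0.07 and 0.61 at 48 hr.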

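The 5 genes with yellow shading, *CIT2*, *CIT3*, *MDH2*, *MLS1* and *PCK1*, had a median log2 fold change between JS1416 and *snf1*∆ of -0.38 at 24 hr and 0.40 at 48 hr. At 24 hr *CIT2* was called lower in JS1416 (-1.03, standard error 0.28) and the others were not called. At 48 hr 0 of the 5 were called over all genes tested or when adjusted over the list alone. The values were 0.93 for *PCK1* (standard error 0.37), 0.59 for *MLS1* (standard error 0.38), 0.40 for *MDH2* (standard error 0.30), 0.25 for *CIT3* (standard error 0.37) and -0.34 for *CIT2* (standard error 0.24). As a list they were not called at 48 hr (limma's camera test, adjusted p = 0.148, fry 0.248). In CPM, *PCK1* was at 41.4, 35.4 and 66.8 in the *snf1*∆ libraries and at 29.9, 124 and 130 in the JS1416 libraries. Without JS1416 replicate 1, *PCK1* was at 1.39 and *MLS1* at 1.01, both called higher, and *CIT2* at -0.77, called lower. *CIT3* changed sign with single libraries, to -0.15 without *snf1*∆ replicate 1 and to -0.39 without JS1416 replicate 2. Taken from each strain's own log phase, as in Supplemental Table S2, the rise at 48 hr was larger in JS1416 than in *snf1*∆ for *PCK1* (3.80 and 2.67), *MLS1* (3.95 and 3.42), *CIT2* (3.47 and 2.85) and *CIT3* (1.73 and 1.66), and the fall of *MDH2* was smaller (-1.67 and -2.45). These values use the single JS1416 library at log, in which *CIT2* was at 145 CPM, against 283 ± 9.94 CPM (SD, n = 3) in *snf1*∆ at log.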

Since *CAT8* expression was restored in the adapted mutants and *CAT8* was required for CLS extension by CR 19, we hypothesized that longevity in the adapted *snf1*∆ mutants was also mediated by *CAT8*. Importantly, deleting *CAT8* by itself has little effect on CLS in non-restricted SC medium (19 and Fig. 7E, JS1509), perhaps due to redundancy with other factors such as Adr1 and Sip4. However, deleting *CAT8* from the JS1416 (*snf1*∆* cyc8-G337S*) isolate completely blocked longevity of the resulting *snf1*∆* cyc8-G337S cat8*∆ triple mutant (JS1506) when grown in non-restricted SC media (Fig. 7E). We therefore conclude that the *cyc8-G337S* mutation isolated under CR growth conditions is compensating for a critical long-term survival function normally carried out by Snf1 during CR, namely the relief of transcriptional glucose repression. Limited CLS recovery and partially restored expression of numerous non-Mig1 target genes in the suppressors also indicate that additional Snf1-driven processes significantly contribute to achieving maximal CLS in normal cells under non-restricted conditions.

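Of the 24 hr list, 592 genes with an annotated promoter were called higher in JS1416 than in *snf1*∆, and 119 of them (20.1%) had a Mig1 motif within 500 bp of the start codon. Among the 5377 other tested genes with a promoter, 582 (10.8%) had one. The rest of the 592 genes had no such match, which says nothing of Mig1 acting through other sequences or genes.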

## DISCUSSION

SNF1 clearly supports cell survival when culture medium is depleted for glucose, the highly preferred carbon source of budding yeast. Cells lacking the Snf1 α-subunit or Snf4 γ-subunit fail to even grow when solely provided with less favorable carbon sources such as ethanol, acetate, glycerol, or sucrose 2. The *SNF* gene name derives from Sucrose Non-Fermenting because such genes are required for expression of *SUC2*, which encodes the sucrose hydrolyzing enzyme invertase 37,58. Suppressor mutations were originally identified in *snf1* mutant strains by isolating re-vertant colonies that grew on sucrose-containing or other types of alternative carbon sources 38,39. This is how the *SSN* genes were identified, including *CYC8/SSN6*. In the current study we identified adaptations that extended CLS of a *snf1*∆ parental strain, rather than restoring exponential growth on an alternative carbon source. In addition to relaxing glucose repression of gene expression, SNF1 also directly or indirectly regulates other transcription factors, kinases, and metabolic enzymes 59. Given such diversity in SNF1 targets, we anticipated that multiple cellular processes would be identified from the screen, including stress resistance pathways, metabolism, and transcription. The idea was to find the key processes that drive Snf1-dependent longevity. It was therefore quite remarkable and telling that the adaptive mutations were so specific to *CYC8* and *MIG1*. This clearly implicated the Mig1-mediated glucose repression system in CLS and CR, but did not rule out contributions from other downstream Snf1 targets (direct or indirect), especially since the suppressive effect of *cyc8* and *mig1* mutations was partial. Indeed, RNA-seq analysis for one of the adapted mutants (JS1416) indicated numerous Snf1-dependent genes whose transcription was at least partially restored by the *cyc8 G337S* mutation. Many of these genes harbored Msn2/4, Gis1, or Rph1 bind-ing sites in their promoters, which is significant because overexpression of these transcription factors suppresses phenotypic defects of *snf1* mutants 47,48. 

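A list of Snf1-dependent genes whose rule does not use JS1416 was drawn from the difference between the responses of WT and *snf1*∆. The JS1416 libraries still entered the spread of the model. The list held 1495 genes without either JS1416 library at 24 hr and 1672 without JS1416 replicate 1 at 48 hr. It was chosen on the same *snf1*∆ libraries it is compared with, and no simulated data sets were drawn for it. With all libraries, the list held 1528 genes that rose in WT from log to 24 hr and whose rise was called smaller in *snf1*∆. Of these, 869 (56.9%) were called higher in JS1416 than in *snf1*∆ at 24 hr and 93 lower, and the median position of JS1416 between *snf1*∆ (0) and WT (1) was 0.518, with an interquartile range of 0.161 to 0.818. Among the 898 genes of the 48 hr list, 445 were called higher in JS1416 at 24 hr and 98 lower, whereas 0 were called at 48 hr.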

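Among the 592 genes of the 24 hr list called higher in JS1416 than in *snf1*∆, 367 (62.0%) had an Msn2/4 motif in the promoter, against 31.0% of the 5377 other tested genes, an odds ratio of 3.63 (adjusted p = 1.03e-47, Fisher's exact test with Benjamini-Hochberg adjustment). A Gis1/Rph1 motif was present in 32 (5.41%), against 2.29%, an odds ratio of 2.44 (adjusted p = 1.03e-04, Fisher's exact test with Benjamini-Hochberg adjustment).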

We therefore hypothesize that a combination of Snf1-driven processes are required for maximal CLS, not just relief of glucose repression. It is possible that other types of suppressor mutations would be identified with additional screening for adaptive mutants, or transcriptional relief of glucose repression is the only suppressible Snf1-dependent process that supports entry into quiescence, a property important for stationary phase survival.

Cyc8/Tup1 is a general transcriptional co-repressor complex that interacts with several different repressors of various cellular processes, including Mig1 (glucose repression), MATα2 (mating type gene regulation), Rfx1 (DNA damage regulated genes), and Sko1 (osmotic and oxidative stress response) 31. Interestingly, a common theme for some of these factors is that they not only function as transcriptional repressors, but also contribute to activation under specific conditions 35,60,61. For example, under activating conditions like growth on galactose or ethanol, Cyc8/Tup1 forms a complex with Cti6 and phosphoinositol (3,5) bisphosphate to function as a co-activator with Mig1, aiding in recruitment of the SAGA histone acetyltransferase complex to affected genes 45,62,63. Cyc8/Tup1 is thought to mask the activation domain of Mig1 through physical interaction 64. Phosphorylation of Mig1 by SNF1 in response to low glucose then alters the interaction such that its activation domain is unmasked 35,64. With Mig1 and Cyc8/Tup1 being important for the Snf1-mediated transition from glycolysis/fermentation to respiration and gluconeogenesis, it is likely the adaptive Cyc8 mutations identified as CLS bypass suppressors disrupt masking by Cyc8/Tup1 while still allowing for transcriptional activation. This is consistent with the large number of genes in the JS1416 suppressor strain that are super-activated compared to *snf1*∆ or even the WT strain (Supplemental Tables S1 and S3). It is not clear whether specific TPR motifs or other domains of Cyc8 are required for interaction with the SAGA complex, though phosphoinositol (3,5) bisphosphate and Cti6 direct the transition from co-repressor to co-activator 45,63.

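Compared with WT at 24 hr, 2843 genes were called in JS1416, 1339 higher and 1504 lower (713 and 2628 with library size alone). On the 24 hr list, 114 of the 1232 genes were called higher in JS1416 than in WT, 109 of which were also called higher than in *snf1*∆. Among all tested genes, 330 were called higher than in both strains, 204 of them over 2-fold above WT. These numbers were 35 of 731 list genes and 100 of all tested genes with library size alone.

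The 5 largest increases of JS1416 over *snf1*∆ at 24 hr were those of *FLO11*, *SUC2*, YKR075W-A, *BTN2* and *HXT4*. *FLO11* (YIR019C, chromosome IX, 389572 to 393675) rose by a log2 fold change of 7.73 (standard error 1.53, adjusted p = 3.45e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), to 1971 and 2871 CPM in the 2 JS1416 libraries from 11.6 ± 2.90 CPM (SD, n = 3) in *snf1*∆, and was 6.06 above WT. It shares 21.8% of its 75-bp sequences with other loci. *SUC2* (YIL162W, chromosome IX, 37385 to 38983) was at 8089 ± 293 CPM (SD, n = 2) in JS1416, 43.7 ± 7.43 CPM (SD, n = 3) in *snf1*∆ and 2110 ± 71.4 CPM (SD, n = 3) in WT. Its difference from *snf1*∆ was 7.54 (standard error 1.18), while that from WT, at 1.94 (standard error 0.96), was not called (adjusted p = 0.112, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *SUC2* was called above WT without *snf1*∆ replicate 3 or without JS1416 replicate 1 at 48 hr. The standard error comes from the model of all 9 groups, whereas the gap in CPM between JS1416 and WT was larger than the SD within either strain. The test therefore does not show that JS1416 and WT were alike for *SUC2*. YKR075W-A rose by 7.28 (standard error 0.36) and *HXT4* (chromosome VIII, 287081 to 288811) by 6.12 (standard error 0.47), and both were called above WT, by 0.79 and 2.90. *BTN2* (chromosome VII, 772454 to 773686) rose by 6.18 (standard error 0.25) and did not differ from WT (0.27). In the other direction, YOR387C (-3.60), *AUS1* (-3.11), *LYS9* (-2.94) and *AGA2* (-2.88) were among the genes that fell most.

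Of 11 glucose-repressed sugar genes, 7 were called higher in JS1416 than in *snf1*∆ at 24 hr (8 when adjusted over the list alone) and 0 lower, with a median of 4.21 (limma's camera test, adjusted p = 5.61e-06). With an estimated correlation between genes the list was not called (limma's camera test, adjusted p = 0.0881). *GAL1*, which overlaps another annotated gene, did not differ (-0.14). *HXT6* and *HXT7* share nearly all of their 75-bp sequences with other loci, and *MAL12* and *MAL32* share 74.5% and 74.9%. Of 5 flocculation genes, 3 were called higher (3 when adjusted over the list alone), with a median of 0.85 (limma's camera test, adjusted p = 0.0538), and limma's fry test called the list higher (adjusted p = 3.99e-05). *FLO1*, at 0.31, was not called, and 43.8% of its 75-bp sequences occur elsewhere.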

Some of the adapted *snf1*∆ mutants have mutations in *CYC8* and one or more additional genes. For example, A10-1 and A10-2 both have the same *CYC8* mutation (W367L) and are probably sibs for that allele, but A10-2 also has mutations in *CKS1* and *AIM24* (Table 1). In this case, we hypothesize that the *cyc8-W367L* mutation occurred early on within the culture, followed by *cks1* and *aim24* mutations arising in a subsequent daughter cell. There are similar examples of sequential mutations from other cultures (Table 1; A1, A3, A4, A9), suggesting that the adapted *snf1*∆ mutants remain mutagenic. It is possible that certain secondary mutations could further modify CLS of the adapted strains such that they gain a more competitive regrowth/survival advantage, but they are not expected to significantly impact CLS on their own because they all accompany *cyc8* mutations and were never observed more than once.

### Cyc8 as an adaptable hub for transcriptionally regulating carbon metabolism

Cyc8 as a key mediator of Snf1 function during chronological aging is especially intriguing because it contains glutamine-rich repeats (Fig. 5A) than confer the ability to form a prion known as [*OCT*^+^], a heritable amyloid-like aggregate in the cytoplasm 65. [*OCT*^+^] as an aggregated Cyc8 protein becomes inactive and results in phenotypes similar to deleting *CYC8*, such as derepression of Cyc8/Tup1 repressed genes and flocculence 65. Interestingly, the polyQ/N repeats of Cyc8 are variable between naturally occurring yeast strains, with longer repeats resulting in higher expression of Cyc8/Tup1 target genes 66. Mutations in the glutamine-rich repeats were not identified in the adapted *snf1*∆ mutants, consistent with the absence of non-sense mutations that completely blocked Cyc8 function. Though it is currently unknown if [*OCT*^+^] is a CLS determinant, the frequency of [*PSI*^+^] prion formation is increased with chronological aging 67, and prion formation is also triggered by oxidative stress 68. Perhaps [*OCT*^+^] is also triggered by oxidative stress, especially in a *snf1*∆ mutant. One intriguing possibility is that the TPR9 and TPR10 adaptive mutations of *CYC8* protect against prion formation by promoting new physical interactions with drivers of transcription that stabilize the protein or alter association with Tup1. Given that a simple point mutation in the TPR9 repeat of Cyc8 in JS1416 shortens CLS independently of *SNF1* (Fig. 5C), modulation of Cyc8 polyQ/N repeat length and aggregation could also naturally impact cell survival during quiescence.

### The utility of adaptive regrowth as a screen for chronological aging factors

Chronological aging appears especially suited to the idea of altruistic aging, whereby programmed cell death (apoptosis) within a population of unicellular organisms benefits the survival of individual cells that are better adapted to the environment, usually due to spontaneous mutations 26. This idea is controversial and difficult to reconcile with the more complex biology of multicellular organisms 69. We tend to view this phenomenon in yeast as an extreme form of accelerated evolutionary selection. Cell survival in stationary phase cultures puts a strong selective pressure on the population, especially given the high ROS levels in some short-lived mutants such as *snf1*∆. Evidence for continual adaptation and selection within the cultures comes from the fact that we typically had to stop the quantitative CLS assays at ~14 days because the adapted *snf1*∆ strains that obtained *cyc8* mutations would then undergo a new round of adaptation as they were chronologically aged, resulting in “gasping” again that strongly suggests selection for additional mutations. With the accessibility of multiplexed whole-genome sequencing and the small genome size of *S. cerevisiae*, using adaptive regrowth to identify mutations that restore longevity to short-lived mutants (such as *snf1*∆) is a powerful modern spin on the "old school" method of suppressor screening being applied to the problem of aging.

## MATERIALS AND METHODS

### Yeast strains, plasmids, and media

All yeast strains in this study were derived from the BY4741/BY4742 background 70 either through direct transformation or genetic crossing/tetrad dissection. Gene deletions were constructed by one-step replacement with *kanMX4* PCR products, and then correct integration was confirmed by PCR from genomic DNA or colony PCR. To avoid potential mutation accumulation that could occur over time in the KO collection, we deleted and replaced one allele of *SNF1* from BY4743 to generate JS1230 and then dissected tetrads. The "WT" strain JS1256 was derived from this cross and has the same genotype as the *MAT*a KO collection strain BY4741. JS1394 and JS1399 *snf1*∆ haploid strains were derived from the same cross. Diploid strains E1 through E20 were generated for dominance tests by crossing JS1399 with each of the suppressor mutants (JS1413 - JS1432). We could not confirm the *CYC8* deletion in the original knockout collection strain, so it was remade in JS1256 and then crossed to JS1399 to generate a heterozygous diploid JS1475. This strain was sporulated and tetrads dissected to obtain *MAT*a *cyc8*∆ (JS1490) and *cyc8*∆* snf1*∆ (JS1491) haploid strains. Genotypes are provided in Table S4. The *SNF1*-containing plasmid pSNF1-316 was kindly provided by Martin Schmidt 71. Where indicated, strains were grown in rich Yeast Extract/Peptone Dextrose (YPD) or Synthetic Complete (SC) medium containing either 2% (NR) or 0.5% (CR) glucose 18. All cell growth was at 30°C.

### ROS and mutation frequency assays

BY4741 cell cultures were started at OD_600_ of 0.015 in SC medium containing either 2% or 0.5% glucose. At time points of 9, 24, and 48 hours, cell aliquots were harvested, washed with incubation buffer (10 mM MES, 100 mM KCl, 140 mM NaCl, pH6.5), and then 1x10^7^ cells were resuspended in 1 ml of incubation buffer. Dihydrorhodamine 123 (1 mg/ml) was added to each reaction (1x10^7^ cells/ml) to obtain a final concentration of 5 µM. Cells were incubated for 10 minutes at room temperature, and then fluorescence intensity was measured using a Spectramax plate reader at excitation 504 nm / emission 534 nm. For each condition, three biological replicates were tested and normalized to the mean signal of log phase WT NR (2% glucose) samples at a value of 1.0.

Spontaneous mutation of the *CAN1* gene was detected by colony formation on SC medium lacking arginine and supplemented with 60 µg/ml canavanine (SC-arg+can). BY4741 was grown overnight in SC 2% glucose and then inoculated to a starting OD_600_ of 0.015 and allowed to grow into log phase (~0.5 OD_600_), the late diauxic shift (24 hr), and the early stage of stationary phase (48 hr). At each time point, cells were spread directly onto SC-arg+can plates or serially diluted with sterile water so that between 200 and 300 cells were being spread onto SC plates. Relative frequency of canavanine resistance was calculated by the ratio of canavanine-resistant colonies to total colonies on SC. The experiment was performed in biological triplicate for each condition, with three technical replicates.

### Genetic screen for *snf1*∆ bypass suppressors of short CLS

The *snf1*∆*::kanMX4* haploid strain JS1394 was streaked onto a YPD plate for single colonies from a frozen stock. One colony was then restreaked again onto YPD and 10 independent colonies (A1 through A10) were inoculated into 5 ml of SC 2% glucose media in 15 ml glass tubes with loose fitting metal caps and grown overnight while rotating in a New Brunswick Scientific roller drum at 30°C. Next, 20 µl of the overnight cultures were inoculated into 10 ml of fresh SC 2% and SC 0.5% cultures, and then incubated in the roller drum. Every 2-3 days, 20 µl aliquots were 10-fold serially diluted into sterile water, spotted onto YPD 2% agar plates, incubated for 2 days of colony growth, and photographed as previously described for qualitative CLS assays 15. Starting at day 13 and continuing through day 17, candidate bypass suppressor colonies were picked from the YPD plates as they appeared, single colony purified, and permanently frozen as JS1413 through JS1432. Spot test growth assays on alternative carbon sources was performed by patching each strain onto a YPD plate, which was then grown overnight. The following day, cells were scraped from the patches and resuspended in 1ml of sterile water. Each sample was then normalized to an OD_600_ of 1.0 and 10-fold serially diluted in a 96-well plate, followed by spotting 2.5 µl onto YEP plates containing either 2% glucose, 2% ethanol/2% glycerol, or 2% potassium acetate, and incubated at 30°C. Photos were taken at day 2, 5, and 6.

### Whole genome sequencing library preparation and analysis

Individual suppressor mutants were grown overnight in 5 ml of YPD. A YeaStar (Zymo Research) DNA kit was then used to purify genomic DNA for 1.5 ml of cells in 3 different spin columns. DNA was eluted in 60 µl of dH_2_O for each spin column and pooled for a total volume of 180 µl per strain. DNA was then sheared using a Diagenode Bioruptor for 45 cycles of 30 seconds "ON" and "OFF" per cycle. Sheared DNA was quantified using a Qubit fluorometer (Invitrogen) and a minimum of 1µg was used as input for NEBNext DNA library construction kit (E6040S). Libraries were prepared according to NEB guidelines and quality controlled with Agilent High Sensitivity DNA chips (5067-4626) for library size and concentration. Finalized libraries were multiplexed and sequenced on an Illumina Miseq at the UVA Genome Analysis & Technology Core Facility. Sequencing reads were mapped to the sacCer3 genome assembly using bowtie2 72. Samtools suite v.1.2 was used to sort and filter duplicates from the resulting bam files 73. Genotype calls were then made with samtools mpileup while variants were called with bcftools call v.1.2. The final variant call files were modified to make them compatible with the IGV genome browser. FASTQ files for the whole genome sequencing were deposited into NCBI BioProject as accession# PRJNA396952.

### Quantitative CLS assays

The CLS assays were performed as previously described 19. Three single colonies of each strain were inoculated into 10 ml of SC or SC-ura media containing 2% glucose, then grown overnight while rotating in a roller drum at 30°C. A 100 µl aliquot of the overnight culture was used to inoculate a fresh SC or SC-ura culture containing either 2% or 0.5% glucose. Starting at day 2 (for SC) or day 4 (for SC-ura) 20 µl aliquots were removed and serially diluted 10-fold. 2.5 µl of the 1:10, 1:100, and 1:1000 dilutions were spotted onto YPD or SC-ura plates (for strains harboring a *URA3* vector) such that 12 cultures are tested on each plate and incubated at 30°C. Photos of microcolonies growing within each spot are taken on a Nikon Eclipse 400 tetrad dissection microscope and the number of colonies counted. The fraction of cells viable at each day compared to the first day of testing (day 2 or 4) was calculated for subsequent days.

### RT-PCR assays

JS1256, JS1394, JS1416, and JS1417 were inoculated from single colonies into 10 ml SC (2% glucose) cultures and grown overnight on the roller drum at 30°C. Fresh cultures were then inoculated to an OD_600_ of 0.02 in 100 ml SC (2% glucose) in 250 ml Erlenmeyer flasks. RNA isolation and quantitative RT-PCR was then performed for the *CAT8*, *ICL1*, and *TFC1* genes as previously described 16. Briefly, aliquots of the cultures were harvested at the indicated time points and total RNA isolated by the acidic phenol method 74, and then converted into cDNA using a Verso cDNA Synthesis Kit (Thermo Scientific) according to the manufacturer instructions. Quantitative PCR was then performed using SensiMix SYBR Hi-ROX Mastermix (Bioline) on an Applied Biosystems Step-One Plus real-time PCR instrument as previously described 16. Relative expression level for each tested gene was calculated by normalized to the control *TFC1* RNA level 16. Three biological replicates were run for each strain. The primer sequences are listed in Table 2.

**Table 2:** RT-PCR primer sequences.

**Primer**	**Gene**	**Sequence**
JS2630	*CAT8 *FW	GCATGGAATGGACAACTGTG
JS2631	*CAT8 *REV	GACCGATCCAAGTCATCGTT
JS2389	*ICL1 *FW	GCATTTGCTCCATATGCTGA
JS2390	*ICL1 *REV	TTTGGCCAGTTAAAGGATGG
JS2399	*ACS1 *FW	TGATGACGCGCTAAGAGAGA
JS2400	*ACS1 *REV	AACGGGTGTGCATGGATAGT
JS2022	*TFC1 *FW	AATGTACCAAAGCCACCACCC
JS2023	*TFC1 *REV	ACCGCCTGGAGTGTCTGATT

### Trehalose measurements

Yeast cultures were grown overnight in a 10 ml SC (2% glucose) culture and then re-inoculated into 50 ml SC medium (2% glucose) to A600=0.2. The cultures were then incubated shaking in a water bath. Aliquots were harvested after 5 (log phase), 24, and 48 hr, and the H_2_O-washed cell pellets frozen at -80°C. Trehalose was extracted from pellets (~20 mg wet weight) using the method of Parrou and Francois, which utilizes trehalase (Sigma) to convert trehalose to glucose 75. The released glucose was then measured using a colorimetric glucose measurement kit (Sigma) with a glucose standard curve.

### RNA-seq library construction and data analysis

Triplicate cell cultures were incubated in 10 ml of SC medium containing 2% glucose, rotating at 30°C in a roller drum. 2 ml aliquots were harvested after 6 hr (log phase) and 24 hr of growth, and the cell pellets were collected after 2 rounds of centrifugation and washing with ice cold water. RNA was then isolated from the cell pellets using the hot acid phenol method and resuspended in 50 µl of DEPC treated water 73. Following treatment with DNase I for 15 min at 37°C, RNA concentrations were quantified using a Nanodrop 2000c spectrophotometer (Thermo Scientific). Libraries were constructed using NEBNext Poly(A) mRNA magnetic isolation (E7490) and NEBNext Ultra Directional II (E7760) kits with 3 µg of RNA as input. Kits were used according to manufacturer instructions, except the libraries were sized selected between 250-500 bp on a 1.5% agarose gel and gel purified using a Zymogen gel purification kit. The barcoded libraries were sequenced (75 bp single end reads) on an Illumina Nextseq 500 at the UVA Genome Analysis & Technology Core facility. Sequencing data is available at GEO (accession number GSE110409)

The fastq files were combined from separate lanes and mapped to the sacCer3 reference genome using bowtie2 with default options. A read counts file was obtained using a combination of bedtools multicov and a genome bed file containing all yeast ORFs. The resulting counts file was analyzed with the edgeR software package to produce a list of differentially expressed genes for all samples at 24 and 48 hours compared to log phase of the respective samples with a false discovery rate (FDR) <0.05 76. The list was further filtered to only include genes with reduced expression in the *snf1*∆ mutant compared to WT. Finally, a heatmap was produced from this list of 986 genes using the Pearson correlation clustering method with pheatmap v.0.7.7 (http://CRAN.R-project.org/package=pheatmap . Gene clusters were then examined for significant gene ontology (GO) term enrichment using Yeastmine in the *Saccharomyces *Genome Database 77.

## SUPPLEMENTAL MATERIAL

Click here for supplemental data file.

All supplemental data for this article are also available online at http://microbialcell.com/researcharticles/spontaneous-mutations-in-cyc8-and-mig1-suppress-the-short-chronological-lifespan-of-budding-yeast-lacking-snf1-ampk/.

How the deposited data were processed for this re-analysis (not part of the article)

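RNA was measured in 24 libraries of 3 strains, WT (JS1256), *snf1*∆ (JS1394) and *snf1*∆ *cyc8-G337S* (JS1416), at log phase, 24 hr and 48 hr. The authors combined the lanes, mapped the 75-bp single-end reads to sacCer3 with bowtie2 and counted them over yeast ORFs with bedtools multicov, and the counts are used here as deposited, without normalization. The paper's text does not name the strand option or a filter on mapping quality. The table held 6692 ORFs, of which 6691 had at least 1 count, and 6008 were matched by name to the R64 annotation. Of the reference bases in Table 1, 20 were tested, and 20 were the same in R64. The *AIM24* position and the *CYC8* deletion were not among those tested. All 24 columns of values were used. The log phase sample is 6 hr in the paper and 5 hr in the sample labels, and the media also differ between them. No GO or transcription factor enrichment tool was used here, and raw reads were not analysed here.

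Total counts ran from 747098 to 29070805 per library, and 5025 genes had at least 10 counts in every library. Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM factors, edgeR's filter on low counts by group (6616 genes kept), 1 quasi-likelihood model with 9 groups and Benjamini-Hochberg adjustment, with genes called at an adjusted p under 0.05. The common dispersion was 0.0378, and log2 CPM used a prior count of 2. Values against the single JS1416 library at log are given without a test. Differences between responses, and between the effects of *cyc8-G337S* at 24 hr and 48 hr, were tested as contrasts of the same model. On simulated counts with 200 genes changed by a log2 fold change of 1.5, the comparison of JS1416 with *snf1*∆ recovered 94.5% at 24 hr and 94.0% at 48 hr, with 7 and 8 false calls. The comparison of *snf1*∆ with WT at log recovered 95.5% with 11 false calls, and the difference of responses at 24 hr recovered 89.5% with 13. The changed genes were drawn from those with higher counts, and all simulated libraries otherwise shared the same means. The simulation thus lacks the split between libraries of 1 strain seen at 48 hr, so 94.0% does not give the power of the real comparison there.

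The lists of Snf1-dependent genes took the changes in all 3 strains from the paper's methods and the increase in WT from its results text, and the reduced expression in *snf1*∆ was read as a lower log2 fold change from log than in WT. Lists were also drawn from the difference of responses and from genes without a rise in *snf1*∆. Clustering used the Pearson distance between standardized log2 fold changes with complete linkage. The share of the list above *snf1*∆ in JS1416 was set beside 20 simulated data sets without a difference between these strains, because the list is chosen on the same *snf1*∆ libraries. Promoter motifs were counted within 500 bp of the start codon with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, with two-sided Fisher's exact tests adjusted over 6 motifs. Each motif was also ranked among orders of its own columns, and the motif search found 1460 of 1460 sites placed in 4400 simulated sequences. Those sequences held only A and T apart from the placed CCCCG, so this checks the code and not the 6 motifs in real promoters.

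Gene lists were tested with camera and fry in limma 3.58.1. They were the blue and yellow groups of Fig. 7A, Cat8 with its targets, the *de novo* NAD genes, Snf1 with Cyc8 and Mig1, the other regulators of the text, trehalose metabolism, glucose-repressed sugar genes, flocculation, Rfx1 targets, Sko1 targets and Msn2/4 targets. The genes named singly are those the paper names with these data, and the 5 most changed in each direction between JS1416 and *snf1*∆ at 24 hr. For *snf1*∆ and WT at 24 hr they are the 3 most changed in each direction. These needed a mean log2 CPM of at least 3 and libraries that do not overlap between the strains. The result of 1 gene, and of a list that holds it, is not reported here. Of 98 genes checked for copies, 12 share over 10% of their 75-bp sequences with other loci and 4 overlap another annotated gene.

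The alternatives were RLE size factors, upper-quartile scaling, library size alone, no filter, at least 10 counts in every library, robust estimation, a likelihood ratio test, DESeq2 1.42.0, an adjusted p under 0.01, only the groups compared, a replicate block and leaving out each library in turn. The replicate block was tried because the labels number the libraries alike in every group. Of 21 pairs of groups, 1 had correlations over 0.1 between all 3 pairs of equal number, WT and *snf1*∆ at log (0.33, 0.51 and 0.13). With the replicate block, 142 genes were called between these groups, and the 24 hr list held 1257 genes. Lists, tests, named genes and alternatives were set before the data were examined, except where stated otherwise. The JS1416 library at log was never left out, and without 1 of the 2 JS1416 libraries at 24 hr only values are given for comparisons with that group.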

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

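In this part, the test of the split at 48 hr, the removal of the trends of GC content and length, and the random gene sets at 48 hr were chosen after the result was seen.

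The effect of *cyc8-G337S* over *snf1*∆ differed between 24 hr and 48 hr for 2188 genes by a direct test, 972 with a higher and 1216 with a lower effect at 24 hr (328 and 3875 with library size alone, shift of the median -0.93). At 24 hr 3144 genes were called and at 48 hr 0, with 275 at an unadjusted p under 0.05. A lower depth at 48 hr is argued against as the cause, since 1778 genes (885 higher, 893 lower) were still called at 24 hr with the libraries thinned to 747098 counts. At 48 hr the labels gave 0 genes, so that all 10 of the 10 splits of the 6 libraries into 3 and 3 give as many by construction, and this number decides nothing. Of the other 9 splits, 8 gave 0 and 1 gave 3552, namely the split that exchanges *snf1*∆ replicate 3 and JS1416 replicate 1. Its log2 fold changes had a correlation across genes of 0.219 with those at 24 hr, against 0.0862 for the labels and 0.212 for another split, and genes are not independent replicates. An exchange of these libraries and a difference between cultures cannot be told apart by these correlations, because other splits follow the 24 hr effect nearly as closely, and a smaller effect at 48 hr beside either stays open. Without *snf1*∆ replicate 3, 364 genes were called at 48 hr, and without JS1416 replicate 1, 1155.

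The *snf1*∆ and JS1416 libraries at 48 hr did not group by strain. On 56 genes that part the strains at log and 24 hr and changed little in WT after 24 hr, the scores were -0.68, -0.74 and 0.56 for *snf1*∆ and -0.64, 0.67 and 0.83 for JS1416. With a midpoint of 0.05, 2 of the 6 libraries lay on the other strain's side, which is consistent with a mislabelled sample in each strain. Of 10000 random gene sets matched on expression and given shuffled signs, 0 (0%) parted the libraries as far into the grouping already seen. Shuffled signs largely cancel in a mean, so a low share was likely in advance and adds little to the scores. A loss of the effect in every library by 48 hr is argued against as the whole explanation, since the libraries would then not part on these markers. A difference between cultures that follows the strain markers was not tested and stays open. Depth and a few abundant genes are argued against, since 5 of the 6 libraries were closest to a library of the other label after thinning, and 5 also without the 50 genes with the most counts. A difference between batches of libraries stays open: the deviations of the 2 libraries correlated across genes at 0.167 and -0.237 with the strain effect at 24 hr, values neither near 0 nor large, and at -0.78 with each other. The labels give no batch. No library was moved or regrouped, so all values at 48 hr stand under the labels.

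The change from log to 24 hr differed between *snf1*∆ and WT for 3632 genes by a direct test, and that from log to 48 hr for 1433 (731 with a higher and 702 with a lower response in *snf1*∆, 234 and 2137 with library size alone). At 24 hr 1 of 100 drawn splits, the real one, gave as many genes (4478 in the model of the compared groups, at most 4359 in another split). At 48 hr 2 of 100 did (1588, and 1683 in another split). Without *snf1*∆ replicate 3 at 48 hr, the count was 2173. A requirement for Snf1 in these responses is the explanation the design gives, and other consequences of the deletion were not tested.

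Between *snf1*∆ and WT at log, a comparison the paper does not report, 140 genes were called, 112 higher and 28 lower in *snf1*∆. The count fell to 83 without WT replicate 1, 86 without WT replicate 2, 85 without WT replicate 3, 88 without *snf1*∆ replicate 1 and 93 without *snf1*∆ replicate 3. A model of these 2 groups alone called 1052 genes, 619 higher and 433 lower, so both the number and the balance of directions depend on which libraries enter the model. In that model 1 of the 10 splits of the 6 libraries, the real one, gave as many genes and the other splits gave 0, but 10 splits cannot give a share under 0.1. With the replicate block the count was 142. In that block model, 141 genes were called after thinning to the smallest total and 139 without the 50 genes with the most counts, which argues against depth and abundant genes. Only 1 of 24 genes within 20 kb of *SNF1* was called, which argues against an effect of the locus. The median GC content of the higher genes lay at percentile 99.6 of matched random sets, so a bias may contribute. As the whole cause it is argued against, since 144 genes were called after the trends were removed, 134 of them shared with the count before.

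Of 15 further amino acid biosynthesis genes, 15 were higher in *snf1*∆ at log, 5 called, with a median log2 fold change of 0.78 (limma's camera test, adjusted p = 6.52e-15, fry 0.00127). Of 13 further phosphate starvation genes, 9 were lower, 3 called, with a median of -0.28 (limma's camera test, adjusted p = 0.00413, fry 0.00127). Both lists were drawn up after other genes of these groups had been seen among the calls, and leave out those genes. These values suggest a difference in nutrient response at log, as a hypothesis found on the same data.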

How the results depend on the processing

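The 3 settings of the clustering named as added below, the list of genes with a lower value in *snf1*∆ than in WT at the same time, and the median position without a WT or *snf1*∆ library were chosen after the values were seen. Of 255 values for single genes under other settings, 239 kept their direction and side of the threshold, 3 became weaker, 3 stronger and 10 reversed. With 1 library left out, 1163 of 1173 did, and 1 became weaker, 5 stronger and 4 reversed. Of 250 values for comparisons and lists under other settings, 211 did, and 28 counts or values moved, 1 became weaker, 4 stronger and 6 reversed. With 1 library left out, 415 of 428 did and 13 moved. Of 156 list tests under other settings, 129 did and 27 became weaker. The cause of the changes below was not tested, apart from stricter thresholds and fewer libraries.

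Library size alone gave 2371 genes for the difference of responses at 48 hr, 4888 between JS1416 and *snf1*∆ at 24 hr and 4203 for the change of that effect by 48 hr. It gave 731 genes on the 24 hr list, 984 on the list from the difference of responses, 322 in the cluster, 249 called higher, a median position of 0.248, 476 and 169 genes with a fold ratio above 1 and 2, and 35 and 100 genes above WT. In that setting the log2 fold changes of JS1416 over *snf1*∆ at 24 hr reversed for *SNF1* (-0.10), *ICL1* (-0.42), *MDH2* (-0.63), *BNA1* (-0.36), *BNA2* (-0.48) and *BNA5* (-0.0897), and at 48 hr for *ACS1* (0.0664). The rise of *ICL1* in *snf1*∆ by 24 hr reversed there (-0.10), with RLE size factors (-0.0216) and with DESeq2 (-0.0194).

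An adjusted p under 0.01 gave 715 genes for the difference of responses at 48 hr, 85 between *snf1*∆ and WT at log, 1476 at 48 hr, 1240 between JS1416 and WT at 48 hr and 1319 for the change of the effect. A model of only the 2 groups compared gave 1052 between *snf1*∆ and WT at log, 1274 at 48 hr and 559 between JS1416 and WT at 48 hr. DESeq2 gave 213 between *snf1*∆ and WT at log. A *snf1*∆ fold change of at most 0.5 of that of WT gave 699 genes on the 24 hr list and 263 on the 48 hr list. Average linkage gave a cluster of 295. The added settings gave 352 with average linkage on linear fold changes, 1227 with single linkage and 1220 with single linkage on linear fold changes. On the list from the difference of responses the median position was 0.518. With a lower value in *snf1*∆ than in WT at the same time in place of a lower fold change, the 24 hr list held 1155 genes and the 48 hr list 832.

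With 1 library left out in turn, counts ran from 1032 to 2173 for the difference of responses at 48 hr (2173 without *snf1*∆ replicate 3 at 48 hr), from 83 to 209 between *snf1*∆ and WT at log (83 without WT replicate 1), and from 0 to 1155 between JS1416 and *snf1*∆ at 48 hr (364 without *snf1*∆ replicate 3, 1155 without JS1416 replicate 1). With the list kept and each of the 8 libraries at 24 hr left out, the median position ran from 0.5418 (without *snf1*∆ replicate 3) to 0.5692 (without *snf1*∆ replicate 1). The genes of the list called higher in JS1416 ran from 576 to 641 without 1 of the WT or *snf1*∆ libraries at 24 hr. Log2 fold changes at 48 hr ran from -0.20 to 1.31 for *CAT8* (lowest without JS1416 replicate 2), from -0.28 to 0.0781 for *ACS1* (highest without JS1416 replicate 3) and from -0.39 to 1.14 for *CIT3* (lowest without JS1416 replicate 2, and -0.15 without *snf1*∆ replicate 1).

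The odds ratio of the Adr1 motif was 0.99 within 1000 bp, 1.44 within 500 bp limited at the neighbouring gene, 1.27 in the set called higher, 1.243 in the cluster and 0.84 against the rest of the list, and the motif was called at 1.44, 1.27 and 1.243. That of the Hap2/3/4 motif was 0.72 within 1000 bp, 1.29 limited at the neighbouring gene, where it was called, 0.96 in the cluster and 1.00 against the rest of the list. That of the Cat8/Sip4 motif was 0.78 in the cluster, and that of the Mig1 motif 1.39 against the rest of the list, and neither was called. The 3 libraries of *snf1*∆ at 48 hr and JS1416 replicate 3 at 48 hr, with 747098 counts, limit weakly expressed genes at that time.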

Differences from the paper's values

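No test in this part was chosen after the result was seen, apart from the added linkages named below. The cluster with higher values in JS1416 held 628 genes, against the paper's 359. Of the alternatives set before the data were examined, average linkage (295 genes) and library size alone (322) came within 1.5 times of the paper's number, while linear fold changes (677) and mean log2 CPM at 24 hr (938) did not. Average linkage on linear fold changes gave 352 genes, and single linkage gave 1227, or 1220 on linear fold changes, and these 3 settings were chosen after seeing the values.

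The paper describes the listed genes as induced in WT and not in *snf1*∆. Of the 1232 genes of the 24 hr list, 1186 were called higher at 24 hr than at log in *snf1*∆ too, with a smaller rise than in WT. The rule keeps only genes that changed in *snf1*∆, so genes without a response there could not enter. This number therefore does not test the paper's description. A separate list of genes that rose in WT and did not rise in *snf1*∆ held 810 genes, 46 of them among the 1232.

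Fig. 7A shades *CIT2*, *CIT3*, *MDH2*, *MLS1* and *PCK1* as higher in JS1416 at 48 hr. In the direct comparison with *snf1*∆ at 48 hr, 0 of the 5 were called, and *CIT2* lay lower in JS1416 (-0.34). Without JS1416 replicate 1 at 48 hr, *PCK1* (1.39) and *MLS1* (1.01) were called higher and *CIT2* (-0.77) lower, and *ICL1*, which has no shading, was called higher (1.35), as it also was without *snf1*∆ replicate 3 (1.61). Relative to each strain's own log phase, all 5 genes had larger values in JS1416.

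The paper reports *de novo* NAD+ biosynthesis as an enriched GO term of its cluster, a test not repeated here. *BNA1*, *BNA2*, *BNA5* and *BNA6* were in the corresponding cluster. In the direct comparison at 24 hr, *BNA5* and *BNA6* were called higher in JS1416 than in *snf1*∆. *BNA4* (-0.88) and *BNA7* (-0.73) were called lower, and *BNA1* and *BNA2* were not called. *BNA4* and *BNA7* were above WT in *snf1*∆, so their lower values lie in the direction of WT. *BNA5* hardly differed between *snf1*∆ and WT. The paper also lists Cat8 among the factors enriched on the promoters of restored genes. Here the Cat8/Sip4 motif had an odds ratio of 1.96 and was not called, with adjusted p from Fisher's exact test with Benjamini-Hochberg adjustment of 0.331.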

Other observations

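The tests of the balance of higher and lower genes at 24 hr ran after the balance under each scaling had been seen, although the outcomes they would have were written down earlier, and no other test in this part was chosen after its result was seen.

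More genes were lower than higher in JS1416 than in *snf1*∆ at 24 hr, with 42.4% of the calls higher (50.7% with RLE size factors, 34.4% with upper-quartile scaling and 10.2% with library size alone, shifts of the median of 0.10, -0.12 and -0.81). Without the 50 genes with the most counts 49.9% were higher (1491 and 1496 genes), and with library size alone 714 were higher and 3531 lower without them. The scaling is fitted again without these genes and sets where 0 lies, so this does not show whether a few abundant genes account for the excess, which stays open. After thinning to 3749146 counts 44.1% were higher (1220 and 1545 genes), which argues against depth. In the JS1416 libraries at 24 hr, *HSP30* took 5.74% and 5.43% of the counts. The balance of directions therefore depends on the scaling.

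The single JS1416 library at log was set against *snf1*∆ at log, with each list's median ranked among 10000 random lists matched on expression. The glucose-repressed sugar genes lay at percentile 99.97 (median log2 fold change 0.63) and the Sko1 targets at 99.52 (median 0.81), whereas the flocculation genes (40.24) and Rfx1 targets (84.83) lay within the random lists. These values are consistent with some relief of repression already at log, as a hypothesis from 1 library without a replicate, in which a difference between cultures stays open. The other lists lay at percentile 99.99 (other regulators), 99.63 (Msn2/4 targets), 95.72 (blue genes of Fig. 7A), 13.69 (yellow genes), 42.78 (Cat8 and targets), 1.90 (*de novo* NAD genes), 84.68 (Snf1, Cyc8 and Mig1) and 83.44 (trehalose metabolism).

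Between JS1416 and *snf1*∆ at 24 hr, 7 of 7 trehalose genes were called higher, also when adjusted over the list alone (median 1.26, limma's camera test, adjusted p = 8.17e-04), and 0 at 48 hr (median 0.14), where 275 of all genes had an unadjusted p under 0.05 and 331 are expected without any difference. Of the Sko1 targets 4 of 4 were called higher at 24 hr, also adjusted over the list alone (median 1.94, camera adjusted p = 0.00186), and of the Rfx1 targets 1 of 4, also adjusted over the list alone (median 0.35, camera adjusted p = 0.514, fry 0.150). With an estimated correlation between genes, camera called neither the trehalose list nor the Sko1 list at 24 hr (limma's camera test, adjusted p = 0.1965 and 0.0881). At 48 hr 0 of the 4 Rfx1 targets were called, with a median of 0.37, and camera called the list higher (adjusted p = 0.0400, and from 0.0439 to 0.295 across the other settings) while limma's fry test did not (adjusted p = 0.139). *TSL1* is on the trehalose and the Msn2/4 lists, and *ENA1* shares 86.9% of its 75-bp sequences with other loci. *CYC8* (0.89) and *MIG1* (1.96) were called higher in JS1416 at 24 hr and *SNF1* (0.73) was not (3 genes, 2 also adjusted over the list alone, camera adjusted p = 0.130, while limma's fry test called the list higher, adjusted p = 1.60e-05). *CYC8* differed by 0.08 with library size alone.

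In models of only the groups compared, for the comparisons of 3 libraries with 3 apart from JS1416 and *snf1*∆ at 48 hr, 1 of the 10 splits, the real one, gave as many genes, which is the smallest share these libraries allow.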
